# A VEL3 histone deacetylase complex establishes a maternal epigenetic state controlling progeny seed dormancy

**DOI:** 10.1038/s41467-023-37805-1

**Published:** 2023-04-19

**Authors:** Xiaochao Chen, Dana R. MacGregor, Francesca L. Stefanato, Naichao Zhang, Thiago Barros-Galvão, Steven Penfield

**Keywords:** Seed development, Seed distribution, Epigenetics

## Abstract

Mother plants play an important role in the control of dormancy and dispersal characters of their progeny. In Arabidopsis seed dormancy is imposed by the embryo-surrounding tissues of the endosperm and seed coat. Here we show that VERNALIZATION5/VIN3-LIKE 3 (VEL3) maintains maternal control over progeny seed dormancy by establishing an epigenetic state in the central cell that primes the depth of primary seed dormancy later established during seed maturation. VEL3 colocalises with MSI1 in the nucleolus and associates with a histone deacetylase complex. Furthermore, VEL3 preferentially associates with pericentromeric chromatin and is required for deacetylation and H3K27me3 deposition established in the central cell. The epigenetic state established by maternal VEL3 is retained in mature seeds, and controls seed dormancy in part through repression of programmed cell death-associated gene *ORE1*. Our data demonstrates a mechanism by which maternal control of progeny seed physiology persists post-shedding, maintaining parental control of seed behaviour.

## Abstract (web summary)

Mother plants play an important role in determining the dispersal characteristics of their progeny. Here the authors show that a VEL3 histone deacetylase complex establishes a maternal epigenetic state controlling progeny seed dormancy.

## Introduction

In most angiosperms double fertilization creates a diploid embryo and triploid endosperm tissues respectively. During the control of *Arabidopsis thaliana* seed development mother and father generate unique epigenetic landscapes in endosperm that lead to parent-of-origin gene expression via genomic imprinting^1,2^. In the central cell of female gametophyte PRC2 establishes H3K27me3-mediated silencing at maternal alleles to produce imprinted paternally expressed genes (PEGs)^3^. Loss of maternal PRC2 activity leads to overexpression of the maternal alleles of PEGs and failure of endosperm cellularisation^4,5^. These epigenetic landscapes are important in resource conflicts between mother, father and offspring^6,7^, because the timing of endosperm cellularisation affects seed size and therefore resource availability.

Seed dormancy is also controlled by the endosperm and is subject to parental conflicts because of the role of dormancy in risky maternal dispersal strategies. Coat-imposed seed dormancy requires the establishment of barriers to oxygen uptake into the seed and the action of the plant hormone abscisic acid, which is transported from the endosperm to the embryo to prevent germination^8,9^. Coat-imposed seed dormancy additionally requires the silencing of paternal alleles, via non-canonical RNA-directed DNA methylation targeted to transposons in the male germline, particularly at the *ALLANTOINASE* locus^10^. Although imprinted genes can be expressed at any stage of seed development and germination, the timing of chromatin remodeling events that control dormancy and germination is less clear. The H3K27me3 demethylase REF6 is required for gene activation during germination^11^ and imprinting can also be lost during dormancy loss in the mature seed^12^. However, some genetic evidence suggests that some chromatin modellers act earlier in endosperm development, or even in the central cell to affect seed dormancy^11^. Here, we show that mothers maintain progeny dormancy via inheritance of dormancy-inducing epi-alleles in the endosperm.

## Results

### Genome-wide association links the *VEL3* locus to seed dormancy control

To understand variation in the environmental control of seed dormancy, we set seeds of 271 accessions at two different temperatures and sowed them without or with stratification at 4 °C or 16 °C prior to germination (Fig. 1a and Supplementary Data 1). We used Genome-Wide Association to identify dormancy-associated genes^13^, many of which coincided with previously identified *DELAY OF GERMINATION* (*DOG*) loci^14,15^. Conditions which caused variation among the most dormant accessions revealed the *DOG1* and *DOG6* loci, whereas conditions that caused higher germination identified a locus close to the *PHYTOCHROME B* (*phyB*) in addition to other candidate genes (Fig. 1b). We scored seed dormancy in several T-DNA mutants disrupting genes associated with dormancy in our GWAS. Two alleles in *ANAC60* showed enhanced dormancy when set at 22 °C (Supplementary Fig. 1), as recently described^16^. In the *phyB* region the most strongly dormancy-associated SNPs were approximately 20 kb distal to the *phyB* gene, in a locus with two seed-expressed homologs of *VIN3*, *VEL2* and *VEL3* (Supplementary Fig. 2a), and we found that loss of VEL3 function leads to low dormancy (Supplementary Fig. 1; Fig. 2a; we could not isolate *vel2* T-DNA mutants to analyze). There is weak linkage disequilibrium between *phyB* and *VEL2*/*3* both of which were characterized by 3 major haplotypes consistent with those previously described at the *phyB* locus (Supplementary Fig. 2b and ref. ^17^). ANOVA indicated that the high germination accessions most frequently contained a single haplotype of *phyB* previously described to be a weak allele controlling red light responses in seedlings (Supplementary Fig. 2c, d and Supplementary Data 2). Reciprocal crosses revealed a strong maternal bias to *phyB* action in seed dormancy control, with loss of the paternal allele having a limited impact on seed germination (Supplementary Fig. 2e), although we cannot rule out an additional role for variation at VEL3 in seed dormancy control.

**Fig. 1:**
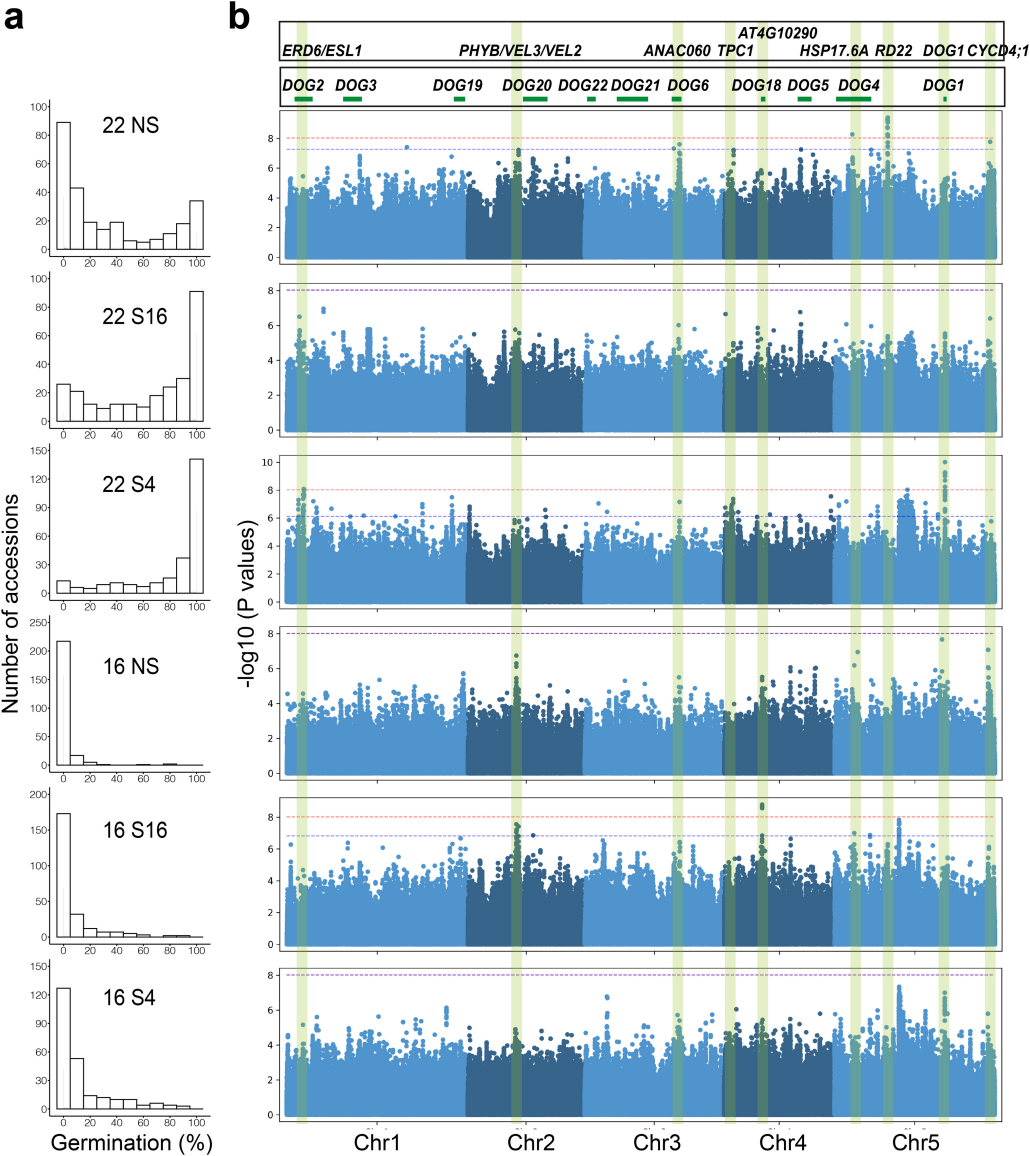
Genome-wide association identifies a locus on chromosome 2 with a role in seed dormancy control. **a** Percentage of accessions with different germination frequencies when grown at either 16 °C or 22 °C and sown either without prior stratification (NS) or after dark stratification at 4 °C (S4) or at 16 °C (S16). **b** Manhattan plots to show the distribution of dormancy-associated SNPs across treatments, relative to previously identified *DOG* loci derived by Kruskal–Wallis method.

**Fig. 2:**
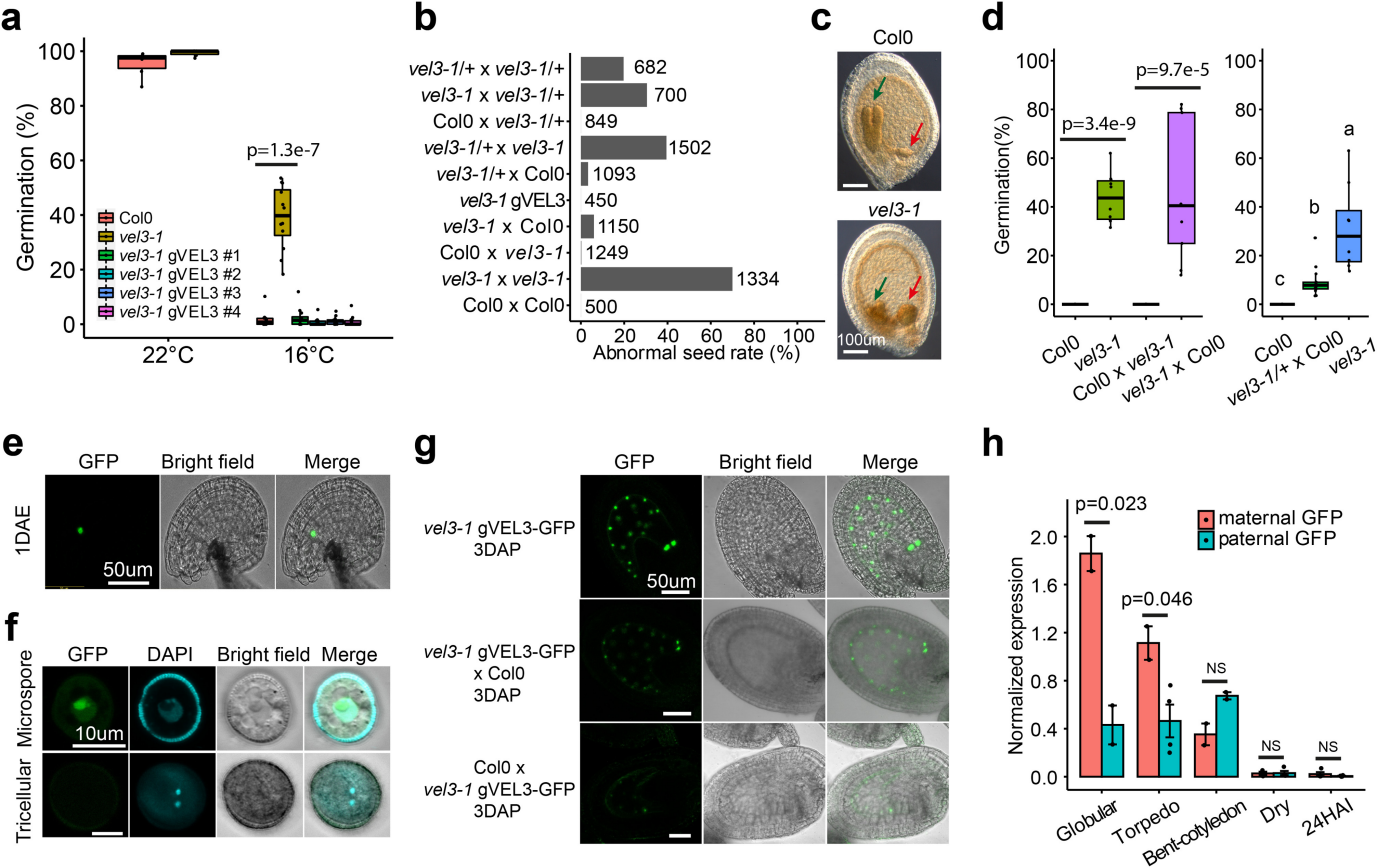
The role of VEL3 in the control of endosperm development and maternal control of primary seed dormancy. **a** VEL3 is important for seed dormancy establishment when seeds are set at low temperatures. *vel3-1* seeds show a clear low-dormancy phenotype, which is complemented by transformation with the *VEL3* gene sequence in 4 independent transgenic lines *vel3-1 gVEL3*. *p*-value is derived from the two-sided *t*-test. Boxplots indicate minimum and maximum values, as well as 25th, 50th and 75th percentiles. **b** Mutant *vel3-1* seeds exhibit high-frequency seed abortion. Reciprocal crosses (always maternal x paternal in this paper) show that both the maternally derived and paternally derived VEL3 gene copies can act to promote normal seed development, and that complemented *vel3-1* mutants (*vel3-1 gVEL3*) show normal seed development. Total number of seeds analyzed for each genotype are shown. **c** Representative DIC images of WT and *vel3-1* seeds, demonstrating retardation of embryo development in *vel3-1* (blue arrow) and an enlarged chalazal endosperm (red arrow). The experiments were repeated ten times. **d** Germination of freshly harvested seeds show that maternal VEL3 controls seed dormancy from the female gametophyte. Loss of maternal VEL3 is sufficient to affect seed dormancy whereas heterozygous mothers pollinated with WT pollen show an intermediate phenotype. Data represents minimum and maximum values as well we 25th, 50th and 75th quartiles of 9 to 10 biological replicates per genotype. *p*-values for significant differences using 2-tailed *t*-test are shown. **e** Confocal microscopy and corresponding brightfield image showing *vel3 gVEL3-GFP* in the central cell of the unfertilized emasculated ovule 1 day after anthesis. DAE: Days after emasculation. Scale bar 50 µm. The experiments were repeated three times. **f** Confocal microscopy and corresponding brightfield image showing transient *vel3 gVEL3-GFP* in the microspore, which was absent from mature pollen. Scale bars 10 µm. The experiments were repeated three times. **g** Confocal images of *vel3 gVEL3-GFP* seeds showing VEL3-GFP in the nuclei of the developing endosperm from homozygous plants, or in seeds derived from reciprocal crosses to show the activity of the maternally derived and paternally derived gene copies. Scale bars 50 µm. The experiments were repeated five times. **h** Expression of the paternally derived and maternally derived VEL3 gene copies during seed development, using F1 seeds generated by reciprocal crosses between WT and *vel3-1 vel3 gVEL3-GFP* by qRT-PCR. Mean and standard error of two to four biological replicates are shown (see source data), with *p*-values derived from 2-tailed *t*-tests. Seeds were standardized by embryo development stage, globular (glob), torpedo (torp), bent cotyledon (bent) mature dry seeds and 24 h after imbibition (24HAI).

### The role of VEL3 in the maternal control of primary seed dormancy

The low-dormancy phenotype in *vel3-1* was found in a second allele, *vel3-2*, in the WS background (Supplementary Fig. 3a). We also observed a high frequency of aborted seeds in *vel3* mutants and did not observe endosperm cellularisation in *vel3* mutants. (Fig. 2b, c and Supplementary Fig. 3a–e). To confirm that disruption of *VEL3* was responsible for these phenotypes we complimented *vel3-1* with the TAIR10-annotated *VEL3* cDNA (Supplementary Fig. 4a, b). This did reduce seed abortion in some lines but could not completely rescue the phenotype (Supplementary Fig. 4c, d). Amplification and sequencing of the *VEL3* cDNA instead revealed a intron-exon structure, previously annotated in Ler^18^ that when introduced into *vel3-1* (named *vel3-1 gVEL3*) completely rescued both the dormancy and seed abortion phenotypes (Fig. 2a, b and Supplementary Fig. 4a, b, e, f). Reciprocal crosses indicated a strong maternal bias to the control of seed dormancy by VEL3 in freshly harvested seed (Fig. 2d). To test whether the *VEL3* gene acts in the maternal sporophyte or female gametophyte we pollinated heterozygous *vel3-1* /+ plants with wild-type pollen. These showed an intermediate phenotype consistent with a gametophytic origin of VEL3 activity (Fig. 2d). In contrast, the seed abortion phenotype could be rescued by either a functional maternal or paternal *VEL3* gene, showing that VEL3 functions in the zygote to control this trait (Fig. 2b and Supplementary Fig.  3c).

We also complemented the *vel3-1* mutant with the *VEL3* cDNA under the control of its own promoter fused to GFP (*vel3 gVEL3-GFP*; Supplementary Fig. 4b, e). We first observed nuclear VEL3-GFP in the central cell of the ovule (Fig. 2e) and transiently during microgametogenesis, but not in mature pollen. VEL3-GFP was primarily located in the nucleolus but a lower GFP signal was observed in the nucleoplasm (Fig. 2f). During seed development VEL3-GFP was found exclusively in the coenocytic endosperm, with expression declining prior to cellularisation (Fig. 2g). We observed stronger VEL3-GFP expression from the maternal allele, either using confocal microscopy or qRT-PCR in F_1_ seeds derived from reciprocal crosses (Fig. 2g, h). Therefore, we concluded that VEL3 controls seed development and seed dormancy by acting in central cell.

### VEL3 co-localizes with MSI1 in the nucleolus

VEL3 is a member of the VIN3 subclade of PHD finger proteins that act as PRC2 accessory proteins during the vernalization response^19,20^ although VEL3 itself lacks a PHD domain. Furthermore, disruption of maternal PRC2 activity in the endosperm results in seed abortion due to mis-expression of paternally expressed genes (PEGs) from the maternal genome including *PHERES1*^5^. The *vel3* seed abortion syndrome follows a similar path to loss of PRC2, with delayed seed development and enlarged chalazal endosperm (Fig. 2c and Supplementary Fig. 3d). Therefore, we tested whether VEL3 could directly bind seed-specific FIS-PRC2 components using Yeast two-hybrid (Y2H). Using Y2H we found a putative interaction with MULTICOPY SUPPRESSOR OF IRA 1 (MSI1), but not with other FIS-PRC2 subunits (Fig. 3a and Supplementary Fig. 3f). To confirm this interaction *in planta* we co-expressed VEL3-GFP and MSI1-mCherry in *Nicotiana benthamiana* (Fig. 3b). As in Arabidopsis we observed VEL3-GFP primarily in the nucleolus, while MSI1 was localized primarily to the nucleoplasm. Co-infiltration of VEL3 with MSI1 resulted in MSI1 co-localizing in the nucleolus with VEL3, suggesting that the VEL3 protein can affect the sub-nuclear localization of MSI1. Using FRET we confirmed that VEL3-GFP interacts with MSI1 *in planta* (Fig. 3c). The interaction could also be confirmed by IP-MS (see Supplementary Data 4).

**Fig. 3:**
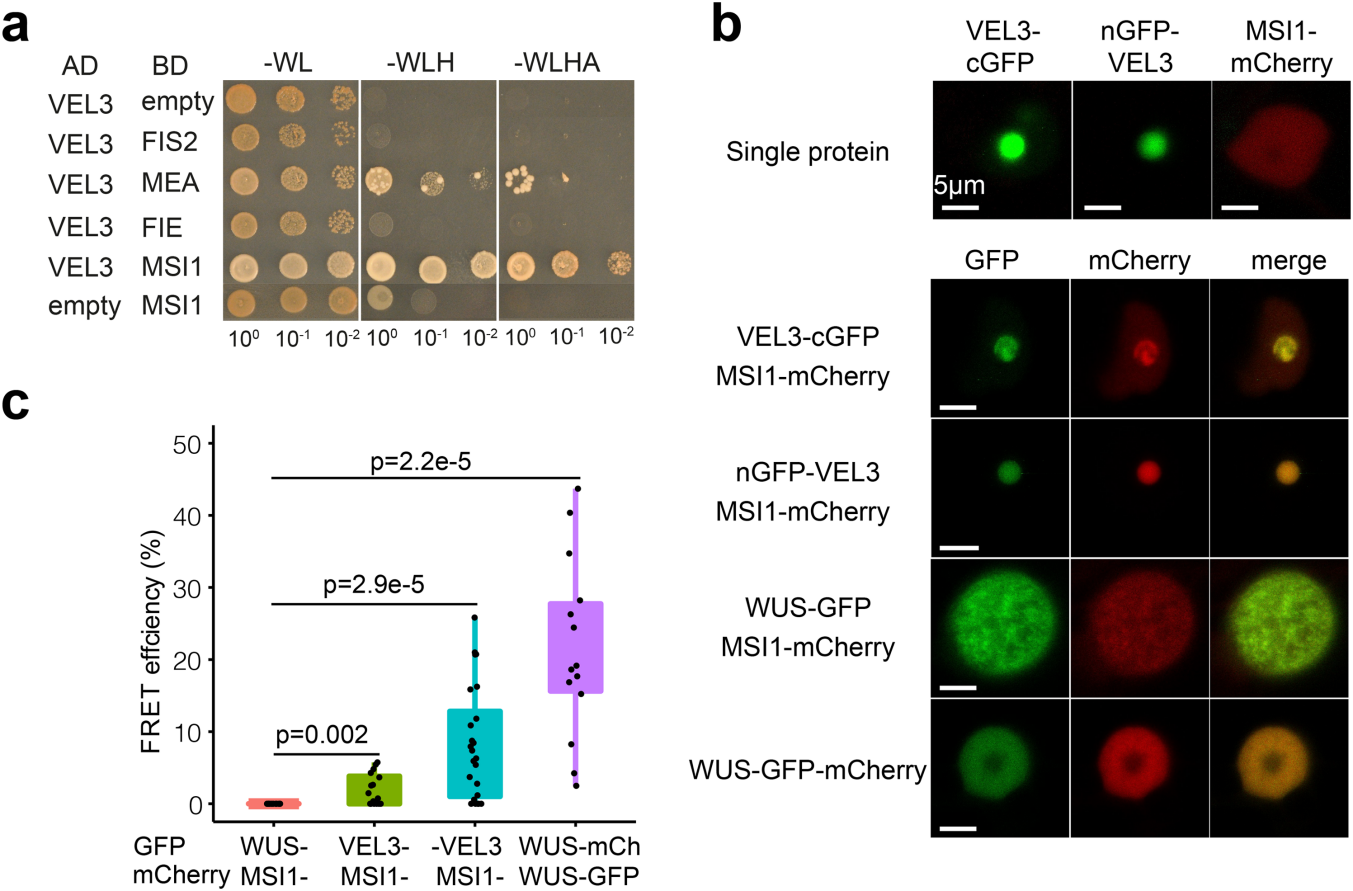
VEL3 interacts with MSI1 and can direct MSI1 to the nucleolus. **a** Yeast 2-hybrid assays show a robust interaction with the PRC2 component MSI1. MEA shows autoactivation in our assays (Supplementary Fig. 3e). **b** VEL3 expression affects the sub-nuclear localization of MSI1. Nuclear images of *Nicotiana* cells expressing VEL3 fused at either the N- or C-terminus to GFP with cells expressing either VEL3 alone, MSI1 alone or VEL3 and MSI1. Co-expression of MSI1 with the control nuclear protein WUSCHEL (WUS) is shown for comparison. VEL3-: VEL3-cGFP; -VEL3:nGFP-VEL3. Scale bars 5 µm. The experiments were repeated twice. **c** FRET shows a close interaction between VEL3 and MSI. Comparison with the positive control using the heterodimerising WUS protein, and negative control combination MSI1 and WUS, data represents minimum and maximum values, as well as 25th, 50th, and 75th quartiles. Sample sizes are included in source data (*N* = 16,16,24,14 from left to right). *p*-values are derived from the two-sided *t*-test.

### VEL3 is required for pericentromeric H3K27me3 deposition

To further test whether VEL3 has a role in maternal PRC2 activity in the endosperm we used ChIP-seq to test whether VEL3 is required for H3K27me3 deposition in the endosperm. ChIP-seq in pure endosperm samples is possible in mature seeds because of the death of seed coat cells during maturation^10^. Firstly, we found H3K27me3 deposition in the Col0 endosperm takes place during early endosperm development because the H3K27me3 distribution in the mature endosperm closely resembles that described previously at the globular stage (Fig. 4a)^21^. However, in the *vel3-1* endosperm H3K27me3 was globally reduced compared to WT (Fig. 4a, b). H3K27me3 is deposited in the central cell at demethylated sites affected by the activity of the DNA glycosylase DEMETER (DME)^3^ and is concentrated at pericentromeric regions. Using ChIP-seq to characterize the binding sites genome-wide of VEL3-GFP in globular stage seeds we found that VEL3 also preferentially associates with transposon-rich areas at pericentromeric regions, with a substantial overlap between VEL3 binding and the occurrence of H3K27me3 (Fig. 4c). Thus, VEL3 is required for the establishment or maintenance of H3K27me3 at pericentromeric regions in the endosperm. The similar genome-wide distribution of H3K27me3 in the globular and mature endosperm also supports the conclusion that H3K27me3 established in early endosperm development is rarely re-programmed later in seed maturation (Fig. 4c). Pericentromeric heterochromatin formed in the central cell is characterized by the overlapping presence of H3K27me3 and H3K9me2^22^. We found that VEL3 is required for H3K27me3 regardless of whether H3K9me2 is also present at a locus, and that there was no obvious relationship between VEL3 and H3K9me2 deposition (Supplementary Fig. S5). A subset of these can be targeted by REF6, which can also affect seed dormancy (Supplementary Fig. S5) although it is not clear whether REF6 acts before or after VEL3 to affect seed dormancy.

**Fig. 4:**
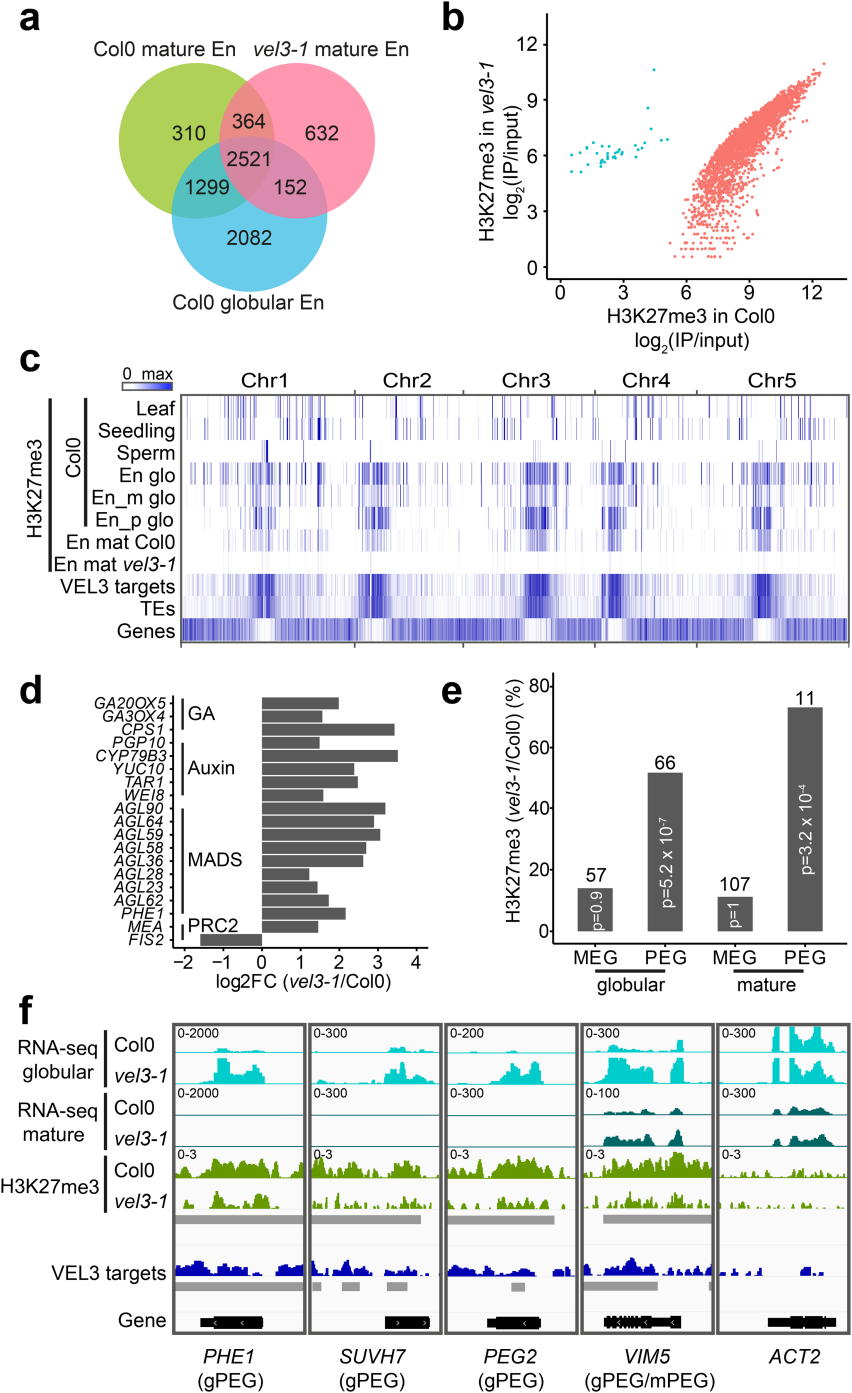
VEL3 is required for the establishment of a persistent pattern of H3K27me3 deposition in the endosperm. **a** Chromatin immunoprecipitation to compare the number of genes marked with H3K27me3 in mature Col-0 and *vel3-1* endosperms, compared to globular stage endosperm tissues^21^, showing conservation of marks across endosperm development and dependency on VEL3. **b** Quantitative effect of VEL3 loss on H3K27me3 at genes in the mature endosperm shows a reduction in H3K27me3 genome wide at gene loci. Blue shows loci with increased H3K27me3 in *vel3-1* vs. Col-0, red shows loci with reduced H3K27me3 in *vel3-1*. **c** Genome-wide comparison of VEL3-GFP chromatin distribution with H3K27me3, location of genes and transposons (TEs), demonstrating the general requirement for VEL3 for the targeting of H3K27me3 to pericentromeric regions bound by the VEL3 protein. En glo: globular endosperm; En_m glo: maternally derived endosperm alleles at globular stage; En_p paternally derived alleles; TE: transposable element; En mat: mature endosperm. **d** RNA-seq analysis of WT vs. *vel3-1* mutant seeds at the globular stage at 16 °C. Expression of genes known to be mis-regulated in endosperms lacking FIS2-PRC2 are shown, demonstrating a role for VEL3 in regulating genes silenced by PRC2. All genes shown are significantly mis-expressed in *vel3-1* compared to WT (FDR < 0.05) in three biological replicate experiments. **e** VEL3 is required for H3K27me3 deposition and the establishment of PEGs in the endosperm. Chart shows the percentage of PEGs and MEGs at globular stage and mature stage endosperms that show VEL3-dependent H3K27me3 deposition. The number of genes in each category is shown above the bars. Significantly enriched loci were determined using two-sided Fisher’s exact test. **f** VEL3 is required for normal expression levels of PEGs. RNA-seq comparing WT and *vel3-1* mutants shown with H3K27me3 levels and VEL3 protein binding sites at four previously characterized PEGs and the control gene *ACTIN2* (*ACT2*). gPEGs are PEGs at the globular stage, mPEGs are PEGs in mature seeds. Gray bars indicate significant regions (*p* < 0.05) identified by DiffBind (for H3K27me3 between Col0 and *vel3-1*) or MACS2 (for VEL3 ChIP between IP and input).

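RNA-seq libraries of globular-stage seeds set at 16 °C were compared between Col-0 (WT) and *vel3-1*, a T-DNA mutant, with 3 biological replicates per genotype. The results of the paper place the seeds at 7 days after anthesis and its methods at 8 days after pollination. The authors deposited TPM values, which are scaled by gene length and library, for 26925 genes, made from sense reads that were mapped to TAIR10 and counted per gene. The counts themselves were not used here, so the values carry no counting interval. *VEL3* (AT2G18870, chromosome 2 of TAIR10.1 from 8167471 to 8168668) was read first as a check of the labels. Its TPM was 1.34, 1.99 and 2.23 in the Col-0 libraries and 9.79, 8.30 and 13.0 in the libraries labelled *vel3-1*, a log2 difference of 1.99 (standard error 0.46, adjusted p = 0.000759 from limma). The paper's list of changed genes for this stage does not hold *VEL3*. Because *VEL3* was listed higher in that group, directions are given for the libraries labelled *vel3-1*. TPM per gene do not show whether those reads come from an intact transcript. In 1 of the libraries labelled *vel3-1*, 4212 nuclear genes that are listed at 0 in all 6 libraries of 24HAI endosperm had a median of 10.0 TPM, while their median lay between 0.317 and 1.43 TPM in the other 5 globular libraries. The test covered 26593 genes with a mean of at least 1 TPM over the 6 libraries, and used limma with a trend on log2(TPM + 1) and Benjamini-Hochberg adjustment. At an adjusted p under 0.05 and at least a 2-fold difference, 454 genes were higher and 98 lower in the libraries labelled *vel3-1*, and 2995 genes had an unadjusted p under 0.05. The median log2 difference over all tested genes was 0.50 as deposited, 0.10 after median-ratio scaling and -0.02 after quantile normalization. Without the trend in limma, 0 genes passed and 2034 had an unadjusted p under 0.05. The prior degrees of freedom of limma were infinite with the trend and 1.83 without it, so that with the trend each p rests on the spread of genes at the same level and not on the replicates of the gene itself. When the median TPM of those 4212 genes was subtracted from each library, an alternative chosen after seeing the data, 154 genes were higher and 74 lower. The median log2 difference was then -0.21 over 17956 tested genes, with 669 higher and 916 lower at an unadjusted p under 0.05. The log2 difference of *VEL3* with this subtraction was 1.53, with an adjusted p of 0.124. Among genes past the threshold, the share that was higher was 82.2% as deposited, 76.0% after quantile normalization and 67.5% with the background subtracted.

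**Figure D1:**
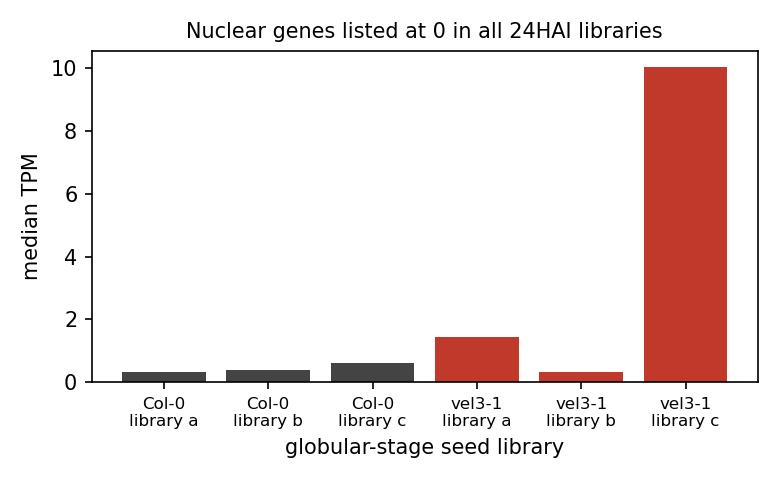
Median TPM (vertical axis, from 0) of 4212 nuclear genes listed at 0 in all 6 libraries of 24HAI endosperm, with 1 bar for each of the 6 globular seed libraries (Col-0 in grey, labelled *vel3-1* in red). The bar of 1 library labelled *vel3-1* stands at 10.0 TPM and the other 5 bars stand between 0.317 and 1.43 TPM.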

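Fig. 4d shows 19 genes known to be mis-regulated in endosperms lacking FIS2-PRC2, and all 19 had the direction of that figure in the globular seed libraries. For 18 of them all 3 libraries labelled *vel3-1* lay above all 3 Col-0 libraries, and for *FIS2* all 3 lay below, where chance gives either order at 10% of genes. In these libraries the first order was more common than chance, with 5342 of all 26925 listed genes (19.8%, against 5% by chance) having all 3 libraries labelled *vel3-1* above, and 1057 having all 3 below. At an adjusted p under 0.05 and at least 2-fold, 16 of the 19 passed when the adjustment covered all tested genes, and 17 when it covered the 19 genes alone; the list is the paper's own selection from these data. *PHE1* (AT1G65330, chromosome 1 from 24266257 to 24267336), a MADS-box gene, rose from 22.9 ± 4.04 TPM in Col-0 to 130 ± 48.3 TPM (SD, n = 3 libraries each). The auxin biosynthesis genes *TAR1*, *YUC10* and *WEI8* had log2 differences of 2.54, 2.51 and 1.78. The auxin transporter gene *PGP10* (AT1G10680), which overlaps a gene on the opposite strand by 107 bp, had a log2 difference of 1.76 (standard error 0.29, adjusted p = 1.41e-07). *MEA* had a log2 difference of 1.52 with an adjusted p of 0.0986, and *CYP79B3* one of 1.65 with an adjusted p of 0.540. The TPM of *CYP79B3* in the libraries labelled *vel3-1* were 2.53, 0.445 and 9.27, and the highest of them came from the library with the raised values at silent genes. *FIS2* had a log2 difference of -0.99 (standard error 0.24, adjusted p = 0.00218), under 2-fold. With the background subtracted from each library, 14 of the 18 genes that could be tested passed. When the library with the raised values was left out instead, all 18 genes that could be tested passed. Without the trend in limma none of the 19 passed when the adjustment covered all genes, and 17 passed when it covered the list.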

We also used RNA-seq to compare gene expression between WT and *vel3-1* seeds at globular stage 7 days after anthesis at 16 °C. We found that a suite of previously described PEGs are upregulated in *vel3-1*, including *PHE1*, and several genes known to be mis-expressed in seeds lacking FIS-PRC2 including MADS box genes, auxin biosynthetic genes and the auxin transporter *PGP10* (Fig. 4d and Supplementary Data 3). PRC2 activity is critical for silencing maternal alleles leading to PEGs^3,22^. We found a substantial overlap between the loci previously described as PEGs and reductions of H3K27me3 in *vel3* mutants compared to WT (Fig. 4e)^23^. At well-known PEGs such as *PHE1*, *SUVH7*, *PEG2*, and *VIM5*^1,12^, we could clearly show that increased expression is associated with a reduction of H3K27me3 and the presence of the VEL3 protein in early developing seeds (Fig. 4f). Therefore, we conclude that VEL3 is specifically required for the silencing of maternally derived alleles of PEGs, consistent with the role of PRC2 in silencing loci demethylated in the central cell of the female gametophyte in the endosperm.

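Of the genes in Fig. 4f, *PHE1*, *SUVH7*, *VIM5* and the control gene *ACT2* were read from the globular seed libraries, and *PEG2* was not analysed here. *PHE1* had a log2 difference of 2.39 (standard error 0.19, adjusted p = 7.19e-35), and each of its TPM in the libraries labelled *vel3-1* (148, 166 and 75.0) was above each in Col-0 (21.3, 27.5 and 20.0). *SUVH7* (AT1G17770, chromosome 1 from 6120741 to 6122822) had 4.83 ± 1.17 TPM in Col-0 and 15.3 ± 1.11 TPM in the libraries labelled *vel3-1* (SD, n = 3 each), a log2 difference of 1.50 (standard error 0.31, adjusted p = 8.72e-05). *VIM5* (AT1G57800, chromosome 1 from 21408623 to 21412283) rose from 8.75 ± 1.16 to 39.7 ± 1.49 TPM, a log2 difference of 2.07 (standard error 0.21, adjusted p = 1.80e-19). For each of these 3 genes the libraries of the 2 genotypes did not overlap (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). Their standard errors and adjusted p from limma rest on the spread of genes at the same level, not on the gene's own replicates. Without the trend in limma the adjusted p was 0.148 for *PHE1* and for *SUVH7* and 0.107 for *VIM5*, so none passed. *ACT2* (AT3G18780) had 22.4 ± 1.60 and 23.8 ± 2.97 TPM, a difference within the spread between replicates (log2 difference 0.08, adjusted p = 0.796); its sign changed to -0.34 after median-ratio scaling. With each library left out in turn, the log2 difference stayed between 2.17 and 2.74 for *PHE1*, between 1.37 and 1.65 for *SUVH7* and between 1.96 and 2.12 for *VIM5*. The paper's list of regions with less H3K27me3 in *vel3-1* mature endosperm has a region over the gene or its upstream 1000 bp for *SUVH7* and *VIM5*, and none for *PHE1* or *ACT2* in the part of the list that was read.

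**Figure D2:**
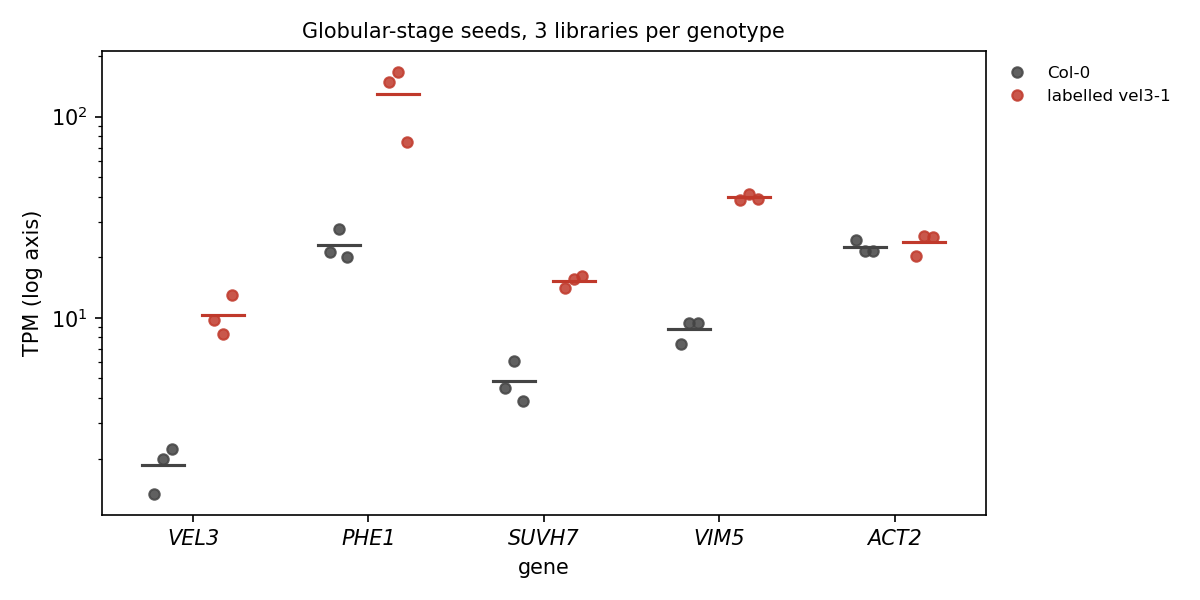
TPM (vertical log axis) of *VEL3*, *PHE1*, *SUVH7*, *VIM5* and *ACT2* in globular-stage seeds; each dot is 1 of 3 libraries per genotype (Col-0 in grey, labelled *vel3-1* in red) and each line is the mean of the 3. The dots of the 2 genotypes are apart for the first 4 genes and mixed for *ACT2*.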

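The deposited TPM give 1 value per gene and library, without a separation of maternal and paternal alleles. With the background subtracted from each library, the log2 difference was 2.34 for *PHE1* (standard error 0.37, adjusted p = 0.00556) and 1.97 for *VIM5* (standard error 0.29, adjusted p = 0.00271). For *SUVH7* it was 1.13 (standard error 0.36), and its adjusted p of 0.230 no longer passed. The direction is that of the libraries labelled *vel3-1*, in which *VEL3* itself was listed higher. From the overlap of known PEGs with reductions of H3K27me3 (Fig. 4e), and from the rise in expression of these genes in *vel3-1*, the reduced H3K27me3 at the same loci and the presence of the VEL3 protein (Fig. 4f), the paper concludes that VEL3 is required for the silencing of the maternally derived alleles of PEGs.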

### *ORE1* plays a role in seed dormancy control

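Endosperm was isolated from seeds set at 16 °C after 1 h (mature) or 24 h (24HAI) of imbibition, and sequenced in 3 libraries of Col-0 and 3 of *vel3-1* at each time. The authors deposited TPM for both times, made in the same way as for the globular seeds. The 24HAI values cover 26925 genes and sum to between 979241 and 982037 TPM per library. The mature values cover 640 genes, which sum to between 6087 and 15733 TPM per library. All 640 have a higher mean TPM in *vel3-1*, with log2 ratios of the means between 0.85 and 1.14, and they are listed in the order of that ratio (Spearman's rho 1.00 across genes, which are not independent replicates). A difference between the genotypes in the mature values is therefore given by how the genes were chosen, and it shows nothing about the other genes. *VEL3* was listed at 0 in the 3 Col-0 libraries of 24HAI endosperm and at 0, 0.0770 and 0.160 TPM in those labelled *vel3-1*, and it is not among the genes listed for mature endosperm, so it gives no check of the labels at either time. Genes with a mean of at least 1 TPM at a stage were tested at that stage by limma on log2(TPM + 1), which left 229 genes for mature and 15918 for 24HAI endosperm. Replicate numbers were taken from the sample titles; at 24HAI the columns carry the same numbers, while the columns of mature endosperm carry other numbers, none of them shared by both genotypes, so a pairing there rests on the titles alone. The deviations of same-numbered libraries of both genotypes from their group means had a mean correlation across genes of -0.20 in mature endosperm (range -0.38 to -0.06) and of -0.05 at 24HAI (range -0.39 to 0.22), which is no sign of a shared batch. The replicate number as a block was one of the alternatives tried.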

To understand how VEL3 controls seed dormancy we analyzed gene expression changes in mature WT and *vel3-1* endosperms using RNA-seq from samples taken either 1 h (designated the mature stage in this study) or 24 h after imbibition (24HAI). 

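Among the 229 genes of mature endosperm that could be tested, 0 were higher or lower in the libraries labelled *vel3-1* at an adjusted p under 0.05 and at least 2-fold. The smallest adjusted p was 0.0998, 110 genes had an unadjusted p under 0.05, and all 110 were higher in those libraries. With the replicate block, 0 genes passed and 33 had an unadjusted p under 0.05. The median log2 difference was 0.80, and for 125 of the 229 genes all 3 libraries labelled *vel3-1* lay above all 3 Col-0 libraries, where chance gives 5%. Both values follow from the selection of the 640 listed genes. Median-ratio scaling and quantile normalization left medians of 0.01 and -0.02, since scaling within a table of genes chosen for their difference removes it. Of the 124 genes that the paper lists as higher, 23 are among the 640, with the paper's log2 fold changes between 1.01 and 1.24, and the other 101, with the paper's values between 1.25 and 4.82, are outside them. In the values tested here these 23 genes had log2 differences between 0.77 and 1.10, each with an adjusted p of 0.0998, and all 3 libraries labelled *vel3-1* were above all 3 Col-0 libraries for each. None of the 25 genes that the paper lists as lower is among the 640.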

Because VEL3 is a repressor of gene expression we focussed on 124 genes we found with elevated expression in *vel3-1* relative to WT in dry seed endosperms (Supplementary Data 3). GO-term analysis of the upregulated genes indicated a clear enrichment for genes involved in response to stress, reactive oxygen species (ROS) and conditions that cause ROS production (Fig. 5a). 

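Stress-response genes among the 640 genes listed for mature endosperm were counted by the annotation of the gene as a glutathione S-transferase, heat shock protein, peroxidase, catalase or superoxide dismutase. Of these classes, 10 genes are listed and 8 could be tested. None of the 8 passed an adjusted p under 0.05 with at least a 2-fold difference, and 6 had an unadjusted p under 0.05. All 3 libraries labelled *vel3-1* lay above all 3 Col-0 libraries for 5 of the 8, a share that the selection of the listed genes raises above the 5% of chance. By class, 3 glutathione S-transferases, 3 heat shock proteins and 4 peroxidases are listed, and 0 catalases or superoxide dismutases. With 0 genes past the threshold, no enrichment could be computed, and the annotations of Fig. 5a were not used here.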

Previously it has been shown that H3K27me3 represses ROS-associated programmed cell death pathways activated in response to pathogen infection^24^. We found a considerable overlap between genes mis-regulated in *vel3-1* and pathogen-induced genes repressed by H3K27me3 (Fig. 5b), suggesting that common processes are induced by loss of *VEL3* and pathogen infections (Supplementary Fig. 6a, b). This gene set includes three transcription factors associated with senescence: *ORESERA1* (*ORE1*)^25^, *WRKY75*^26^ and *NAC046*^27^, a close relative of *ORE1. 

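In 24HAI endosperm, 271 genes were higher and 111 lower in the libraries labelled *vel3-1* at an adjusted p under 0.05 and at least 2-fold, among 15918 tested genes of which 3466 had an unadjusted p under 0.05. The alternative that moved these counts most was leaving out the 2-fold minimum, which gave 741 and 468 genes. The share of higher genes was 70.9%, and it was 81.4% (276 higher and 63 lower) when chloroplast and mitochondrial genes were left out and the TPM rescaled. Because 0 genes passed in mature endosperm, 0 genes were higher at both times. The genes listed for mature endosperm hold only 23 of the paper's 124 higher genes, so this count is no test of the paper's overlap. The effector-induced gene sets of Fig. 5b were not analysed here. From the overlap of those sets with the genes mis-regulated in *vel3-1*, the paper proposes that loss of *VEL3* and pathogen infection induce common processes.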

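At 24HAI, *ORE1* (AT5G39610, chromosome 5 of TAIR10.1 from 15858398 to 15859911) had 0.565, 1.37 and 1.26 TPM in Col-0 and 8.32, 6.34 and 5.30 TPM in the libraries labelled *vel3-1*. Its log2 difference was 1.89 (standard error 0.21, adjusted p = 0.00173), and it stayed between 1.71 and 2.02 with each library left out in turn. *WRKY75* (AT5G13080, chromosome 5 from 4149738 to 4151201) had 2.11, 4.31 and 2.04 TPM in Col-0 and 21.7, 17.9 and 21.4 TPM in the other libraries, a log2 difference of 2.53 (standard error 0.21, adjusted p = 0.000580). *NAC046* (AT3G04060, chromosome 3 from 1053360 to 1055196) had 0.523, 0.739 and 0.448 TPM in Col-0 and 1.45, 1.31 and 1.47 TPM in the libraries labelled *vel3-1*. Its mean over all 6 libraries was under 1 TPM, so with them as deposited it was tested only without the filter on low values. Its difference in log2(TPM + 1) was then 0.62 (standard error 0.10, adjusted p = 0.0215 from limma), under the 2-fold minimum on that scale. The added 1 TPM shrinks differences at such low values, and the mean TPM of *NAC046* were 0.570 in Col-0 and 1.41 in the libraries labelled *vel3-1*. With 1 library left out it could be tested in 3 fits, with log2 differences between 0.56 and 0.70, and passed the threshold in 0. For each of these 3 genes the values of the 2 genotypes were apart (exact permutation test, two-sided p = 0.1, the smallest possible with 3 libraries against 3). None of the 3 is among the genes listed for mature endosperm, and the paper's log2 fold changes at that stage are 3.82 for *ORE1*, 2.98 for *WRKY75* and 2.33 for *NAC046*.

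**Figure D3:**
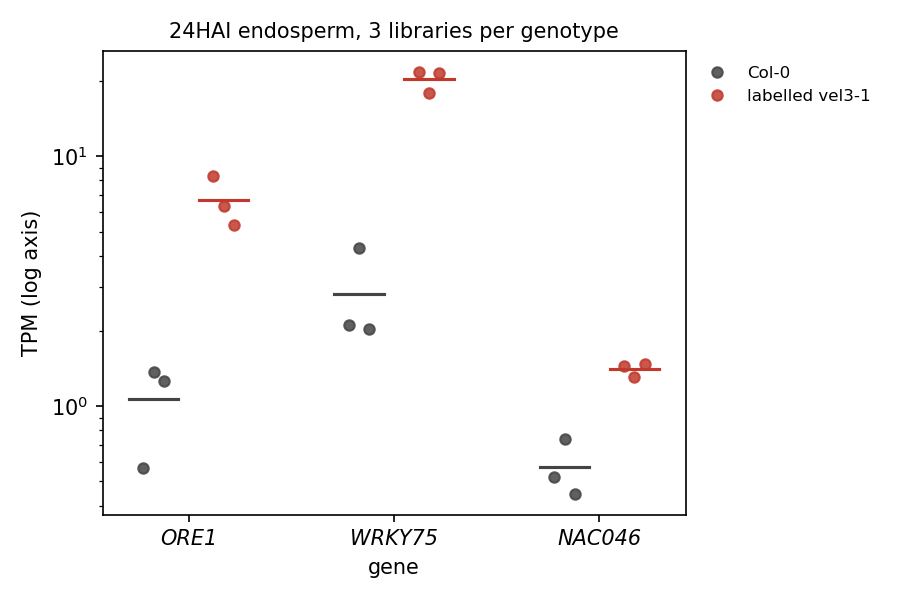
TPM (vertical log axis) of *ORE1*, *WRKY75* and *NAC046* in 24HAI endosperm; each dot is 1 of 3 libraries per genotype (Col-0 in grey, labelled *vel3-1* in red) and each line is the mean of the 3. For each gene the lowest red dot lies above the highest grey dot.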

ORE1* expression is also repressed by excess H3K27me3 in plants lacking the H3K27me3 demethylase REF6^28^ and we found the same is true for *WRKY75* and *NAC046* in the endosperm (Fig. 5c, Supplementary Fig. 6c, d and ref. ^11^). Interestingly REF6 has already been shown to repress seed dormancy^11,29^. At these loci H3K27me3 is already established during the coenocytic phase of endosperm development when *VEL3* is expressed, and the presence of H3K27me3 at *ORE1*, *WRKY75* and *NAC046* in the mature endosperm requires VEL3 (Fig. 5d). Interestingly the difference in *ORE1* gene expression between WT and *vel3-1* mutants appears at the onset of seed maturation, persisting into maturity and during seed imbibition (Fig. 5e). Thus, the maternal repressive epigenetic state at *ORE1* established in the central cell or early endosperm development antagonizes the later activation of *ORE1* by the seed maturation program. Next we tested whether *ORE1*, *WRKY75* and *NAC046* play a role in seed dormancy control. We analyzed freshly harvested seeds set at 22 °C and found that *ore1-1* mutants^25^ showed increased dormancy whereas *35S:ORE1* seeds^25^ showed faster germination than Col-0 (Fig. 5f). Germination of *vel3-1ore-1* double mutants indicates that upregulation of *ORE1* partially accounts for the low dormancy of *vel3-1* seeds when set at 16 °C, whereas *35* *S:ORE1* did not show a *vel3*-like reduced seed dormancy phenotype, perhaps consistent with previous reports of low activity of the 35 S promoter in the endosperm (Fig. 5g). Mutants in *WRKY75* and *NAC046* showed normal seed dormancy (Supplementary Fig. 6e, f). The establishment of ORE1 as a dormancy-regulator adds to the suite of NAC transcription factors controlling seed dormancy in Arabidopsis^30^.

**Fig. 5:**
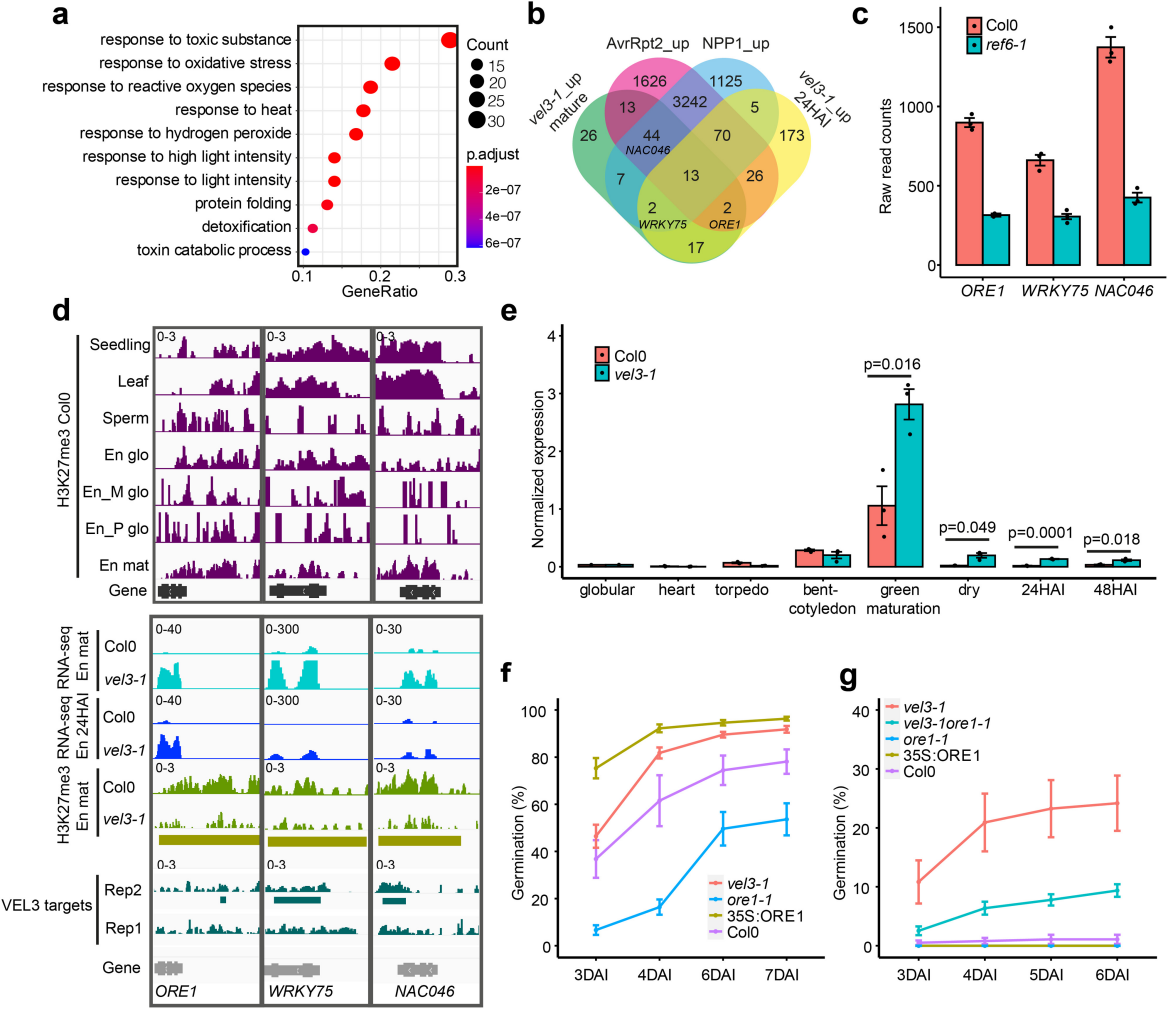
VEL3 is required for the repression of senescence and programmed cell death-associated gene expression in the endosperm with a role in seed dormancy control. **a** GO-Term analysis of genes upregulated in mature *vel3-1* seeds compared to Col-0 when set at 16 °C, showing gene function category, *p*-values and number of mis-expressed genes in each category. *p*-values are derived from the one-sided Fisher’s exact test. **b** Comparison of upregulated genes in *vel3-1* in the mature endosperm and 24 h after imbibition (24HAI) and genes upregulated by *Pseudomonas syringae* and *Phytophthora parasitica* effector proteins causing programmed cell death, after Tomastikova et al.^24^. **c** Three key senescence-regulating transcription factors are also upregulated by loss of REF6, as shown by RNA-seq in mature Col-0 and *ref6-1* endosperm. Data represent mean and standard error of three biological replicates (data from Sato et al.)^11^. **d** Analysis of the role of VEL3 and H3K27me3 in the regulation of *ORE1*, *WRKY75* and *NAC046* in seeds set at 16 °C. Levels of H3K27me3 are shown at in different tissues, including the maternally derived and paternally derived alleles in the endosperm (Moreno Romero et al.^3^; En_M glo and En_P glo), alongside gene expression levels in mature seeds, 24 h imbibed seeds (24HAI) derived by RNA-seq. En: endosperm; glo: globular; mat: mature. Golden bars indicate significant regions (*p* < 0.05) identified by DiffBind for H3K27me3 between Col0 and *vel3-1*. VEL3 target regions were identified by MACS2. **e** Comparison of *ORE1* gene expression during seed development and imbibition in WT and *vel3-1* seeds set at 16 °C, by qPCR. Data represent the mean +/–SE of 3 biological replicates with significant differences shown by 2-tailed *t*-test at each timepoint. **f** Germination of *ore1-2* and *35* *S:ORE1* seeds set at 22 °C. Data represent mean +/– standard error of 6 to 8 biological replicate seed batches. Significant differences were calculated by 1-way ANOVA with Tukey post hoc test. **g** Upregulation of *ORE1* is partially accounts for the low dormancy of *vel3-1* seeds when set at 16 °C. Germination of WT Col-0, *vel3-1*, *ore1-1*, 35S:ORE1, and *vel3-1 ore1-1* double mutants. Data represent mean +/– SE of 8 biological replicate seed batches per genotype. Statistical analysis is via 1-way ANOVA with Tukey post hoc test.

### VEL3 associates with histone deacetylase complexes

In addition to their function as PRC2 accessory proteins, VIN3, VRN5 and VEL1 also associate with a histone deacetylase complex containing SIN3-ASSOCIATED PROTEIN 18 (SAP18), SR45 and HDA19^31^. Furthermore, MSI1 also co-purifies with the histone deacetylase HDA19 in its role regulating ABA signaling^32,33^. To detect proteins present with VEL3 in chromatin remodeling complexes we pulled down VEL3-GFP-associated proteins from developing fruits up to 7 days after anthesis and analyzed them via mass spectrometry. This confirmed that VEL3 associates with MSI1 and further revealed that VEL3 associates with a SAP18-containing complex, which putatively included the histone deacetylases HD2C and HDA19 (Supplementary Data 4 and ref. ^31^). Like VEL3, Arabidopsis HDAC complexes have previously been shown to reside in the nucleolus^34,35^. Using FRET we could confirm that VEL3 interacts with HD2C in the nucleolus in *Nicotiana* leaves (Fig. 6a, b), despite the fact that we could detect no interaction in Y2H assays (Supplementary Fig. 3e). In contrast, HDA19 resided outside of the nucleolus and did not show any direct interaction with VEL3 (Fig. 6a, b). This raised the question of whether VEL3 is required for histone deacetylation in addition to H3K27me3 deposition. Supporting this hypothesis, we found that *ORE1*, *WRKY75* and *NAC046* loci show increased levels of H3K9Ac and H3Ac in *vel3-1* (Fig. 6c; Supplementary Fig. 7). Further supporting the role of H3 deacetylation in seed dormancy control, we found that seeds lacking HD2C show a similar reduced dormancy phenotype to *vel3-1* when set at 16 °C, whereas *hda19-3* mutants showed no phenotype (Fig. 6d), consistent with a recent study^33^. Previously it has been shown that HDA19 regulates the ABA response via overexpression of the ABA biosynthesis genes *NCED5* and *NCED9*^33^. We did indeed find that these genes are overexpressed in *hda19-3* seeds, but not in *hd2c-1* (Fig. 6e). The increased expression of *NCEDs* in *hda19-3* may antagonize the role of *ORE1* in the dormancy control. However, either HD2C or HDA19 were generally important for repression of *ORE1*, *WRKY75* and *NAC046* expression (Fig. 6f) perhaps suggesting some diversity among HDAC complexes associated with VEL3 in seeds.

**Fig. 6:**
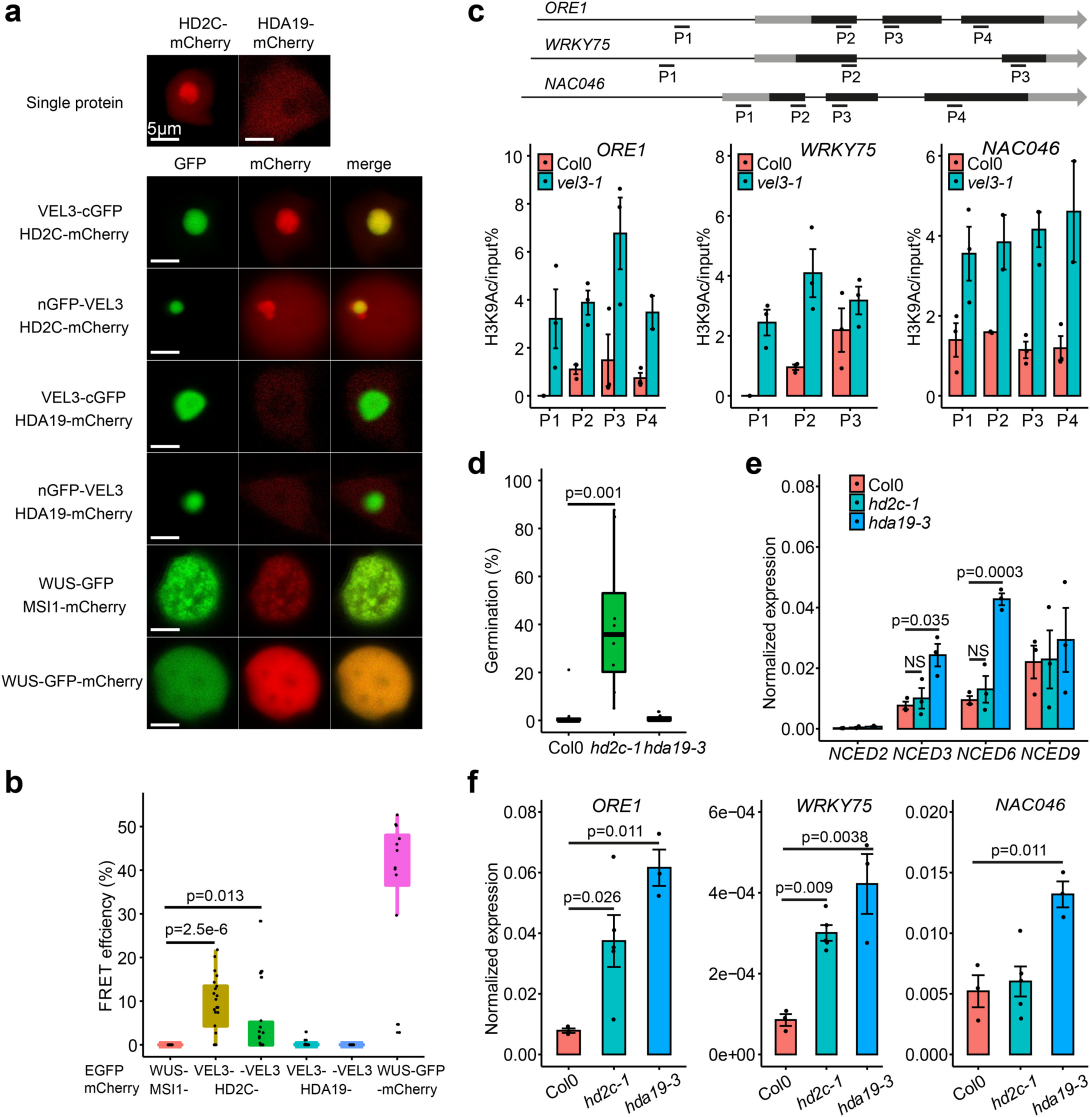
VEL3 is required for the function of histone deacetylase complexes in the endosperm regulating seed dormancy. **a** VEL3 co-localizes with HD2C in the nucleolus, but not with HDA19, which exists pre-dominantly in the nucleoplasm during transient expression in *Nicotiana*. **b** FRET assays show that VEL3 and HD2C associate *in planta*. VEL3-: VEL3 C-terminal GFP fusion. -VEL3: VEL3 N-terminal GFP fusion. Self-dimerizing WUS-GFP/mCHERRY is shown as the positive control. Boxplots indicate minimum and maximum values, as well as 25th, 50th, and 75th quartiles. *p*-values are derived from the two-sided *t*-test. Sample sizes are included in source data (*N* = 16,21,18,16,16,12 from left to right). The experiments were repeated twice. **c** VEL3 is required for H3K9 deacetylation at *ORE1*, *WRKY75* and *NAC046*. Gene models show location of exons in black and primers used for ChIP. Charts show H3K9Ac levels in mature endosperms of seeds set at 16 °C. Data shown as mean +/– SE of three biological replicate immunoprecipitations tested by qPCR. **d** Loss of HD2C causes a similar effect on seed dormancy to loss of VEL3 in seeds set at 16 °C, but *hda19-3* mutants show a WT phenotype. Data represents mean +/– SE of 8 to 12 biological replicate seed batches per genotype. Boxplots indicate minimum and maximum values, as well as 25th, 50th, and 75th quartiles. *p*-values are derived from the two-sided *t*-test. **e** Analysis of *NCED* gene expression in WT, *hd2c-1* and *hda19-3* mutants set at 16 °C. Data shown as mean +/– SE of three biological replicates tested by qRT-PCR. *p*-values are derived from the two-sided *t*-test. **f** qRT-PCR analysis of the expression of *ORE1*, *WRKY75* and *NAC046* in *hd2c-1* and *hda19-3* mutants. Data shown as mean +/– SE of three biological replicates. *p*-values are derived from the two-sided *t*-test.

To further test whether VEL3 plays a role in histone deacetylation we used ChIP-seq for a genome-wide assessment of H3K9ac levels in mature endosperm tissues. Compared to wild-type *vel3-1* endosperms contained large number of differentially acetylated regions with many loci with increased or decreased H3K9ac (Fig. 7a, b). The large number of hypoacetylated regions was initially a surprise but we found only hyperacetylated regions are targeted by VEL3 (Fig. 7c). HypoH3K27me3 regions and TEs are also overlapped with hyperacetylated regions but not hypoacetylated regions (Fig. 7d, e). Analysis the distribution of hypo- and hyperacetylated regions in *vel3-1* endosperms found that *vel3-1* mutants are characterized by increased H3K9ac in pericentromeric regions (Fig. 7a), coupled with decreased H3K9ac elsewhere in the genome. This suggests that in the absence of VEL3, HDAC complexes lose their targeting to pericentromeric regions and instead are recruited by other factors elsewhere in endospermic chromatin.

**Fig. 7:**
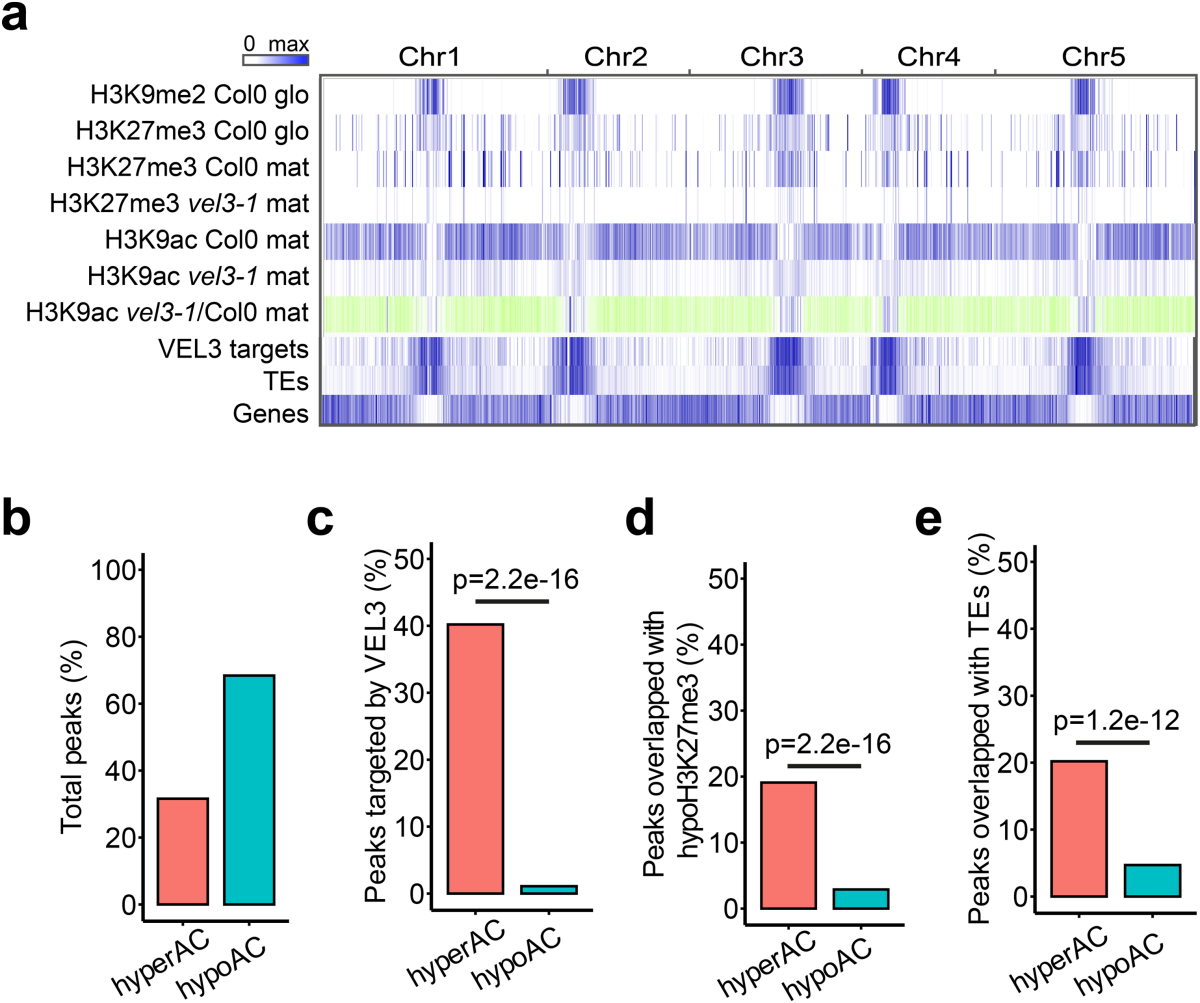
VEL3 is required for H3K9Ac to pericentromeric regions. **a** Genome-wide distribution of H3K9me2, H3K27me3, and H3K9ac in Col-0 and *vel3-1* (glo-globular embryo stage; mat- mature endosperm. Blue color indicates the regions marked by the indicated epigenetic modification, VEL3-direct targets by ChIP-seq and the presence of transposable elements (TEs). For H3K9ac in *vel3-1* vs. Col-0, blue indicates significantly hyperacetylated regions, green hypoacetylated regions. **b** Percentage of total hypo- and hyperacetylated peaks in *vel3-1* vs. Col-0 mature endosperm. **c** Percentage of differentially acetylated peaks bound by VEL3-GFP in early endosperm development. **d** Percentage of differentially acetylated peaks marked by H3K27me3 in mature endosperms. **e** Percentage of differentially acetylated peaks in transposable elements (TEs). Statistical significance was determined using Chi-Square test in **c**–**e**.

## Discussion

We propose that VEL3 associates with a nucleolar HDAC complex in central cell to establish a trans-generationally inherited repressive epigenetic state at *ORE1* and other genes with a role in suppressing PCD and inducing seed dormancy (Fig. 8), which is required prior to H3K27me3 deposition. *VEL3* is expressed in the central cell and in early endosperm development and the strong maternal bias to the effect of VEL3 on seed dormancy suggests a function in the central cell or very early post-fertilization. In agreement with this hypothesis VEL3 appears to target loci previously described to encode PEGs in wild-type seeds (Fig. 4e). Further support for this hypotheses comes from the observation that the distribution of H3K27me3 in the mature endosperm is already established in coenocytic stage of endosperm development (Fig. 4c)^21^. This suggests that VEL3 creates maternal primed epigenetic marks functioning through to and after seed dispersal to increase seed dormancy.

**Fig. 8:**
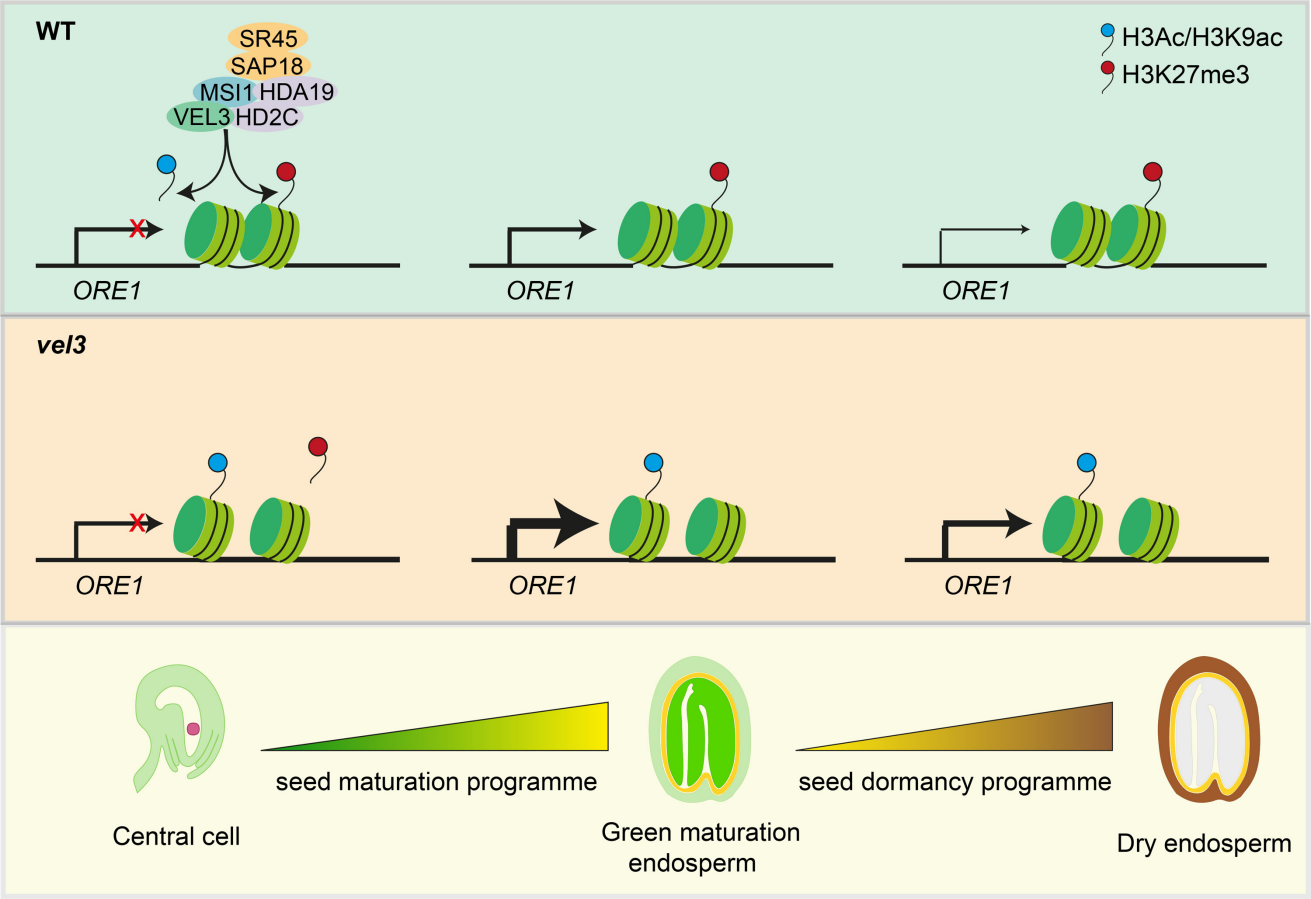
VEL3 associates with the HDAC complex and possibly also PRC2 in the female gametophyte to establish a maternal repressive epigenetic state on dormancy-associated genes (e.g., ORE1). The distribution of H3K27me3 is stable and determines the expression level of targeted genes once they are activated during the maturation stage and during imbibition. At the stages of green maturation and dry seeds, in *vel3* mutant thicker lines indicate stronger transcription of ORE1 due to the less condensed chromatin.

While VEL3 is required maternally to distribute repressive marks in the endosperm, the effect of VEL3 on gene expression controlling dormancy does not appear until seed maturation (Fig. 5d, e). This period is when seed dormancy is established, and suggests that the maturation program does not require the wholesale epigenetic reprogramming of the endosperm, for instance by the transcription factors known to associate with PRC2^31,36–38^. Instead the mother plant appears to control the gene expression level of dormancy-related genes during seed maturation and germination by creating a primed repressive epigenetic state in the female gametophyte or shortly after fertilization.

VEL3 associates with the HDAC complex and MSI1, as has been described for VRN5. VEL3 can recruit MSI1 to the nucleolus, which is the site of HDAC activity^34,35,39^, and VEL3 is required for normal recruitment of HDAC activity to pericentromeric regions (Fig. 7). One possibility is that VEL3 recruits MSI1 to the nucleolar HDAC complexes with PRC2 activity and H3K27me3 deposition contingent on prior deacetylation rather than a requiring VEL3 per se. Alternatively VEL3-MSI1 complexes may relocate to the nucleoplasm after H3 deacetylation with or without bound chromatin to participate directly in H3K27me3 deposition. Indeed a recent study shows that a similar HDA19-MSI complex in germinating seeds establishes the histone deacetylation state prior to H3K27me3 deposition^33^. Histone deacetylase HDA9 has also been suggested to be required for the PRC2 activity in the repression of *FLC*^40^. Notably VRN5 and PRC2 and HDAC are required for repression of the ABA response in seedlings^32,41,42^. However, a lack of *VEL3* expression at this stage confines VEL3 to the control of primary seed dormancy, which is established during seed development. Interestingly, there is a strong overlap between PRC2-regulated genes important for programmed cell death, ABA induced senescence and seed dormancy: indeed processes governing plastid reprogramming and de-greening are also shared between senescent tissues and dormant tissues.

## Methods

### Plant materials and growth conditions

All *Arabidopsis thaliana* natural accessions used in this study are listed in Supplementary Data 1. T-DNA mutants were obtained from NASC (UK): *vel3-1* (SALK_052041), *vel3-2* (FLAG_383F07), *hd2c-1* (SALK_ 129799C)^42^, *hda19-3* (SALK_139445)^43^, *ref6-1* (SALK_001018), *ore1-1* (SALK_090154C)^25^, *wrky75-25* (N121525)^26^, *nac046-1* (SK2690)^27^. 35S:ORE1 was a kind gift from Salma Balazadeh^25^. All mutants are in Col-0 background except *vel3-2,* which is in WS background. For *vel2* we obtained seeds for lines SALK_205136, SALK_033362, SALK_003461, SALK_033363, SALK_127770 and SALK_136413 but did not obtain a heterozygous or homozygous plant for any line despite testing up to 20 individuals for each line. Other mutant lines used were: ana*c060-1*, SALK_12554C; *anac060-2*, SALK_127838C; *erd6-1*, SALK_132824C; *erd6-2*, SALK_083717C; *rd22-1*, SALK_146066C; *rd22-2*, SALK_122821C; *at4g10290-1*, SALK_010871C; *at4g10290-2*, SALK_38425C.

Two different versions of VEL3 complementary lines were generated by floral dipping with *Agrobacterium tumefaciens*, given that the TAIR10-annotated VEL3 could not completely rescue the phenotype of *vel3*. For VEL3.1-re-seq version, VEL3 promoter (1.4 kb), genomic region (1 kb) and 3’ (1 kb) was amplified by PCR, then assembled using Golden Gate with or without eGFP. For VEL3.2-TAIR10 version, VEL3 coding sequence according to the TAIR10 was synthesized by Thermo Fisher scientific. The VEL3 promoter (1.4 kb), synthesized CDS (0.72 kb) and 3’(1 kb) were assembled using Golden Gate. The constructs were transformed into *vel3-1* plants.

For the genome-wide association study, *Arabidopsis* natural accessions were vernalized for 6 weeks to induce flowering before growing at 22 °C or 16 °C under white light at 80–100 μmol m^2^ s^−1^ in long days (16 h light). For all the other experiments, plants were directly grown in long days without vernalization (16 h light at 22 °C, 8 h darkness at 20 °C). Then plants were either maintained in 22 °C day/20 °C night or transferred to 16 °C day/14 °C night at first flowering. All mutants and wildtype were grown side-by-side in different experiments for solid comparison. Matured seeds were freshly harvested for the seed dormancy assay.

### Seed dormancy assay

For seed production plants were grown in 16 h light/8 h dark for seed dormancy assays at either 16 °C or 22 °C as indicated. Seed dormancy assay was performed in 0.9% water agar plates. Seed batches from individual mother plants were used as biological replicates. For GWAS, up to 5 biological replicates of 30-50 seeds from independent mother plants were used for each accession and treatment. For the other experiments, at least 6 biological replicates of ~100 seeds were used. Seed germination was scored by radicle emergence at 7 days after sowing. All statistical analyses in this study were performed using R (http://www.R-project.org/). For multiple tests, two-way ANOVA with post hoc test was applied using a threshold of *p*-value < 0.05. All the other tests were performed using two-tailed Student’s *t*-test. The %germination data was arcsine transformed prior to statistical analysis.

### Genome-wide association study (GWAS)

Arabidopsis accessions were obtained from the European Arabidopsis Stock Centre (NASC). GWAS was performed using the non-parametric Kruskal–Wallis approach, implemented in the GWA-Portal^13^.

### Haplotype analysis

SNPs in the phyB/VEL region from 8140285 to 8179319 were obtained from Horton et al.^44^, and two further SNPs from Seren^13^ significantly associated with dormancy were added to give a total of 99 SNPs across 213 accessions. The SNPs from each accession were used to construct an input file for fastPHASE version 1.4.8^45^. fastPHASE was run as:./fastPHASE -T1 -o Output -H200 -Pzp -K3 InputFile.inp. The -Pzp option outputs expected total cluster memberships of each SNP per accession. The haplotype cluster membership with the highest probability was designated as the haplotype for that SNP.

### Yeast two hybrids (Y2H)

Sequences were amplified from globular stage seeds, using primers with the appropriate Gateway sites (see Table S5 for primer details) and cloned into BP Gateway pDONR221 Vector (Invitrogen), then LR recombined into pDEST22 (prey) and pDEST32 (bait) (both Invitrogen), for fusion to the GAL4 DNA binding domain (BD) or activation domain (AD), and subsequently transformed into yeast cells strain AH109. Transformed yeast cells were spotted on stringent selective synthetic defined (SD) media lacking Trp (W), Leu (L), His (H), and adenine (A) (SD-WLHA), or SD-WLH and SD-WLH containing various concentrations, 1 to 10 mM, of 3-Amino-1,2,4-Triazol (3AT) (SD-WLH + 3AT). Yeast cells were also spotted on SD media lacking W and L (SD-WL) to check for successful transformation with the plasmids.

### Fluorescence resonance energy transfer (FRET)

FRET was performed in transient transfection assay on *Nicotiana benthamiana* leaves. Coding sequences of VEL3, MSI1, HD2C and HDA19 were amplified, and assembled with 35S promoter module, eGFP or mCherry module using Golden Gate. *Agrobacterium tumefaciens* GV3101 carrying the desired constructs was cultured overnight and resuspended in 0.01 M 2-(N-morpholino) ethanesulfonic acid (MES) pH 5.6, 0.01 M MgCl_2_, 0.01 M acetosyringone. Each *Agrobacterium* strain carrying the desired constructs was syringe infiltrated into leaves of 4-week-old *Nicotiana benthamiana* plants. Material for experiments was harvested and imaged 3 days post-infiltration. 5 mm pieces of leaf were cut, mounted in water and imaged with a Leica 63X water immersion objective. Acceptor photobleaching FRET analysis was carried out using the Leica SP8X confocal microscope. In brief, 20 multi-scanned images for eGFP and mCherry proteins were collected under donor excitation wavelength (488 nm) and acceptor excitation wavelength (561 nm), respectively. Images were acquired using the laser power set at 0.2% maximum to minimize photobleaching. The mCherry was photobleached by continuously scanning region of interest (ROI) with the 561-nm laser line set at 100. Recovery of the donor from quenching was quantified by subtracting the post-bleaching donor emission from that of pre-bleaching. The FRET efficiencies were calculated after automatic background subtraction from manually defined background ROIs. Acquisition and analysis of FRET images were conducted using the Leica Application Suite LAS AF.

### Microscopy

DIC images of developing seeds were taken as previously described^4^. Siliques were cut in half, fixed with EtOH:acetic acid (9:1), washed for 10 min in 90% EtOH, 10 min in 70% EtOH and cleared in chloral hydrate:glycerol:H2O solution (8:1:3). Seeds were observed under differential interference contrast (DIC) optics using a Zeiss Axio Imager Z2 microscopes (Carl Zeiss AB, Sweden). For the fluorescence microscopy tissues were dissected and mounted in PBS buffer. Samples were counterstained with DAPI and analyzed under confocal microscopy on ZEISS LSM880 Airiscan or Leica SP8X. For Feulgen staining, whole siliques were fixed in an EtOH:acetic acid (3:1) solution overnight. Before staining, siliques were washed three times with distilled water for 15 min and then immersed in 5 N HCl for 60 min. Following hydrolysis, siliques were washed three times with cold distilled water for 10 min. Siliques were stained for 2 h in the dark with Schiff’s reagent and then washed three times in distilled water for 10 min. Siliques were dehydrated in an ethanol series (50%, 70%, 95%, and 100%). Every hour, 100% ethanol was changed until the siliques stopped turning pink. Then, whole siliques were embedded in ethanol:Technovit® 7100 resin (1:1) for 2 h. The samples were then incubated overnight in Technovit® 7100, and seeds were dissected out of the siliques and mounted in Technovit® 7100 plus accelerator for 2 h at room temperature for polymerization. The seeds were imaged using a Leica Stellaris 8 FALCON confocal microscope with a white light laser and excitation at 488 nm and the detector at 535 nm and longer.

### RNA-seq and qPCR

To extract RNA from globular seeds, from plants grown at 16 °C, at 8 days after pollination, seeds from 3-5 siliques were manually dissected and pooled as one biological replicate. RNA was extracted using RNeasy Plant Mini Kit (Qiagen, 74904). To extract RNA from mature and imbibed endosperm, 0.05 g seeds were imbibed for 1  (mature) or 24 h (24HAI), prior to purification of endosperm-enriched tissues as previously described^46^. In brief, seeds were squeezed with glass slides after imbibition. Endosperm-enriched tissues were centrifuged at maximum speed twice with 40% sucrose, washed three times with water, before stored in −80 °C for further RNA extraction. RNA was extracted using the borate method^47^. Ground endosperm tissues were incubated in 250 µl borate extraction buffer (0.2 M sodium borate decahydrate, 30 mM EGTA, 1% SDS, 1% sodium deoxycholate) and 10 µl proteinase K, at 42 °C for 90 min. 20 µl 2 M KCl was added, incubated on ice for 60 min. Samples were centrifuged at 13,000 rpm, 4 °C for 20 min to remove debris. Supernatant were collected to a fresh tube and added 90 µl of 8 M LiCl. RNA was precipitated in −20 °C overnight, before collected by spinning down at 13,000 rpm, 4 °C for 20 min. RNA pellet was dissolved in water and purified with Qiagen RNeasy Plant Mini Kit (Qiagen, 74904). On-column DNase I digestion (Qiagen, 79254) was performed during RNA extraction. Three biological replicates were prepared. 

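The paper's Supplementary Data 3 gives the reads of each RNA-seq library. Clean reads range from 25319428 to 36772024 over the 18 libraries, and uniquely mapped reads from 23797605 to 33937422. In globular seeds the paper's median of uniquely mapped reads is 25085709 for Col-0 and 29364570 for *vel3-1*. In mature endosperm these medians are 25064979 and 25125799, and at 24HAI they are 25256936 and 25359491. The sum of the deposited TPM over the listed genes of a library, computed from the values themselves, lies between 790391 and 892760 for globular seeds. With the reads per gene not used here, the counting error of a TPM could not be given, and the spread between the 3 libraries of a group stands for the precision.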

For RNA-seq, RNA samples were sequenced at Novogene (Beijing, China) using a Hiseq 4000 system, 150 bp paired-end sequences with a minimum of 25 million reads acquired per sample. For qPCR, cDNA samples were prepared using the Quantitect reverse transcription kit (Qiagen, 205311). qPCR was then performed with the SYBR Green master mix (Bio-Rad, 1725271). *ACT2* was used as the reference gene.

### ChIP-seq and ChIP-qPCR

For H3K27me3 ChIP-seq, at maturation stage, endosperm of Col0 and *vel3-1* was purified from 0.5 g seeds after 1 h imbibition as previously described (see above method RNA-seq and qPCR section). Endosperm tissue were cross-linked in 1% formaldehyde solution for 15 min and quenched with 0.125 M glycine for 5 min. Then ChIP was performed as previously described^48^. In brief, tissues were ground in liquid nitrogen, resuspended in 30 ml extraction buffer1 (0.4 M sucrose, 10 mM Tris–HCl, 5 mM βME, protease inhibitor cocktail), filtered through two layers of Miracloth. The filtered solution was centrifuged for 20 min at 2880 × *g* at 4 °C. Pellet was dissolved in 1 ml extraction buffer 2 (0.25 M sucrose, 10 mM Tris–HCl, pH 7.5, 10 mM MgCl_2_, 1% Triton X-100, 5 mM βME, protease inhibitor cocktail), centrifuged at 12,000 × *g* for 10 min at 4 °C. Pellet was resuspended in 300 µl extraction buffer 3 (1.7 M sucrose, 10 mM Tris–HCl, pH 7.5, 0.15% Triton X-100, 2 mM MgCl_2_, 5 mM βME, protease inhibitor cocktail), overlayed by additional 90 µl extraction buffer 3, centrifuged at 16,000 × *g* for 1 h at 4 °C. Pellet was resuspended in 320 µl nuclei lysis buffer (50 mM Tris–HCl, pH 7.5, 10 mM EDTA, 1% SDS, protease inhibitor cocktail), sonicated to 200–1000 bp fragments. The sonicated chromatin solution was incubated overnight at 4 °C, with 25 µl Dynabeads protein A magnetic beads (ThermoFisher, 10001D) and 5 µl anti-H3K27me3 antibody (Merk Millipore, 07-449). After immunoprecipitation, IP samples were washed with low-salt wash buffer (150 mM NaCl, 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl, pH 7.5), high salt wash buffer (500 mM NaCl, 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl, pH 7.5), LiCl wash buffer (0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris–HCl, pH 7.5), and TE buffer (10 mM Tris–HCl, pH 7.5, 1 mM EDTA), resuspended in elution buffer (1% SDS, 0.1 M NaHCO_3_). DNA was purified using iPure kit v2 (C03010015). 5 ng ChIP-ed DNA and input DNA were sent to BGI (China) for sequencing, in the platform of BGISEQ, 50 bp single-end with a 20 M clean reads per sample. Two biological replicates were sequenced.

For H3K9ac ChIP-seq, immunoprecipitation was performed similarly as H3K27me3, except that 1.5 g mature seeds were used. DNA was extracted using phenol-chloroform method. 20 ng ChIP-ed DNA and input DNA were sent to Novogene (China) for sequencing, 150 bp paired-end with a minimum25M clean reads per sample. Anti-H3K9ac (Merck Millipore, 07-352) was used in the immunoprecipitation. Two biological replicates were sequenced.

For VEL3 ChIP-seq, two gram *vel3-1 gVEL3-GFP* siliques from globular stage were collected. Siliques were cut into pieces before cross-linking in 1% formaldehyde solution for 20 min and quenched with 0.2 M glycine for 6.5 min. Nuclei were extracted according to the previously described eChIP-seq^49^. 0.2 g ground materials were lysed in 300 µl Buffer S (50 mM HEPES-KOH, pH 7.5, 150 mM NaCl, 1 mM Ethylene Diamine EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 1% SDS) for 10 min at 4 °C, then mixed with 1.2 ml Buffer F (50 mM HEPES-KOH, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate). The remaining sonication and immunoprecipitation steps are same as above mentioned H3K27me3 ChIP-seq. DNA was then purified using iPure kit v2 (C03010015). Tn5 tagmentation was performed on 1 ng ChIP-ed DNA or input DNA for 5 min at 55 °C, with 0.1 µl enzyme and 2.5 µl buffer in 50 µl reaction (Illumina, 20034197). PCR amplification was conducted using the following programs: 72 °C 5 min, 98 °C 30 s, N cycles of 98 °C 10 s, 63 °C 30 s and 72 °C 1 min. Cycle number (*N*) was determined by the qPCR of each partially amplified library. 0.8X Agencourt AMPure XP beads (Beckman Coulter, A63880) was used for the library size selection. Libraries were sequenced at Novogene (Beijing, China) using a Novaseq system, 150-bp paired-end sequences with a minimum of 30 million reads acquired per sample. GFP–Trap magnetic agarose beads (25 μl) (Chromotek, GTMA-20) were used in the immunoprecipitation. Input was served as control for each sample. Two biological replicates were sequenced. For ChIP-qPCR in mature endosperm, procedure was same as H3K27me3 ChIP-seq (see above), except 1 g seeds were used. Anti-H3ac (Merck Millipore, 06-599) and Anti-H3K9ac (Merck Millipore, 07-352) were used in the immunoprecipitation. Three biological replicates were used. Final IP efficiency was normalized to the input percentage.

### RNA-seq data analysis

Raw RNA-seq reads were trimmed using cutadapt-1.9.1^50^ and mapped to *Arabidopsis thaliana* TAIR10 reference genome using STAR-2.5.a^51^. featureCounts^52^ was used to count the numbers of reads mapped to each gene. 

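Genes called by limma from the deposited TPM, at an adjusted p under 0.05 and at least 2-fold, were compared with the paper's own lists in Supplementary Data 3. In globular seeds 220 of the paper's 524 higher genes and 71 of its 221 lower genes were called, and 234 higher and 27 lower genes were called here only. All 745 genes of the paper's list for this stage changed in the paper's direction. At 24HAI 191 of the paper's 307 higher genes and 78 of its 130 lower genes were called, with 80 higher and 33 lower genes called here only. The filter at a mean of 1 TPM left 262 of these 307 genes and 122 of these 130 genes in the test. All 437 genes of that list changed in the paper's direction, and 0 genes were called in opposite directions at either stage. The paper chose both lists by their change in these same libraries, so the shared direction is no independent check. It does not test the effect of the globular library labelled *vel3-1* that had raised values at silent genes.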

Sense reads were selected for downstream analysis. edgeR^53^ was used to calculate differentially expressed genes (DEGs), based on the threshold of FDR < 0.05 and fold-change ≥ 2. For data visualization, bigwig files were generated using deepTools-3.1.1^54^ with a bin size of 50 bp, before visualization in IGV −2.12.3^55^.

### ChIP-seq data analysis

Raw reads were trimmed using cutadapt-1.9.1^50^ and mapped to *Arabidopsis thaliana* TAIR10 reference genome using bowtie2^56^. H3K9ac ChIP-seq datasets were subsampled to the same read depth (25 M) for each sample. Only uniquely mapped reads were kept for downstream analysis using Samtools-1.9 and Sambamba-6.7^57,58^. The reproducibility of biological replicates were assessed by computing pairwise Pearson’s correlation coefficients (PCCs), using multiBamSummary in deepTools-3.1.1^54^, with the bin size of 10 kb. PCC was >0.9 for all ChIP-seq replicates. For data visualization, bigwig files were calculated using deepTools-3.1.1^54^ with a bin size of 50 bp, before visualization in IGV −2.12.3^55^. Peaks were called using SICER 1.1 for H3K27me3^59^ or MACS2 for H3K9ac and VEL3^60^, based on the threshold of FDR < 0.05. Only common peaks between two biological replicates were considered. Differentially marked genes were calculated using DiffBind^61^ and DESeq2^62^, based on the threshold of FDR < 0.05 and fold-change ≥ 2. Genes were identified for these peaks are located in genebody or 1 kb promoter using bedtools-2.28.0^63^. Previously published H3K27me3 data in different tissues were re-analyzed using the same pipeline. Seedling data is from ref. ^64^; leaf data is from ref. ^65^; sperm data is from ref. ^23^; globular endosperm data is from ref. ^3^.

### Immunoprecipitation-mass spectrometry (IP-MS)

IP-MS was performed as previously described^66^. Four grams of *vel3-1 gVEL3-GFP* siliques from globular stage were collected as one biological replicate. 35S-GFP siliques were served as control. Two biological replicates were used. Siliques were cut in half, cross-linked in 1% formaldehyde solution for 15 min and quenched with 0.125 M glycine for 5 min. Cross-linked tissues were ground in liquid nitrogen and lysed in 30 ml cell lysis buffer(20 mM pH 7.5 Tris–HCl, 250 mM sucrose, 25% glycerol, 20 mM KCl, 2.5 mM MgCl_2_, 0.1% NP-40, 5 mM DTT), filtered through two layers of Miracloth, centrifuged for 15 min at 4000 rpm at 4 °C. The pellets were washed twice with 1 ml of nuclear wash buffer (20 mM Tris–HCl, pH 7.5, 2.5 mM MgCl_2_, 25% glycerol, 0.3% Triton X-100, 5 mM DTT) and resuspended with 1.2 ml nuclei lysis buffer (1× PBS, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS). The chromatin was sonicated to 200–1000 bp, and pelleted at 13,000 × *g* at 4 °C for 15 min. Roche Complete EDTA-free protease inhibitor cocktail was added to all buffer (Roche,11873580001). Co-IP was performed using GFP–Trap magnetic agarose beads (25 μl per sample) (Chromotek, GTMA-20), at 4 °C for 2 h. Magnetically separated beads were washed twice with 500 μl High-salt wash buffer (20 mM Tris–HCl, pH 7.5, 500 mM NaCl, 0.5 mM EDTA, 0.1% SDS and 1% Triton X-100), and twice with 500 μl low-salt wash buffer (20 mM Tris–HCl, pH 7.5, 150 mM NaCl, 0.5 mM EDTA, 0.1% SDS and 1% Triton X-100), eluted by heating at 95 °C 15 min in 1x SDS loading buffer.

The protein samples were purified from 10% SDS–PAGE gels for in-gel trypsin digestion using standard procedures adapted from Shevchenko et al.^67^. Briefly, the slices were washed with 50 mM TEAB buffer pH 8 (Sigma), incubated with 10 mM DTT for 30 min at 65 °C followed by incubation with 30 mM iodoacetamide (IAA) at room temperature (both in 50 mM TEAB). After washing and dehydration with acetonitrile, the gels were soaked with 50 mM TEAB containing 10 ng/µl Sequencing Grade Trypsin (Promega) and incubated at 40 °C for 8 h. The peptides were eluted with an equal volume of 5% formic acid followed by different steps of acetonitrile concentration (up to 50%). The combined supernatants were dried in a SpeedVac concentrator (Thermo Fisher Scientific, #SPD120) and the peptides dissolved in 0.1%TFA/3% acetonitrile.

Aliquots were analyzed by nanoLC-MS/MS on an Orbitrap Eclipse™ Tribrid™ mass spectrometer coupled to an UltiMate® 3000 RSLCnano LC system (Thermo Fisher Scientific, Hemel Hempstead, UK). The samples were loaded and trapped using a pre-column with 0.1% TFA at 15 µl min^–1^ for 3 min. The trap column was then switched in-line with the analytical column (nanoEase M/Z column, HSS C18 T3, 100 Å, 1.8 µm; Waters, Wilmslow, UK) for separation using the following gradient of solvents A (water, 0.1% formic acid) and B (80% acetonitrile, 0.1% formic acid) at a flow rate of 0.2 µl min^–1^: 0–3 min 3% B (during trapping); 3–10 min linear increase B to 9%; 10–70 min increase B to 40%; 70–90 min increase B to 60%; followed by a ramp to 99% B and re-equilibration to 3% B, for a total running time of 122 min. Mass spectrometry data were acquired with the following MS settings in positive ion mode: MS1/OT: resolution 120 K, profile mode, mass range *m*/*z* 300–1800, spray voltage 2800 V, AGC 4e5, maximum injection time of 50 ms; MS2/IT: data dependent analysis was performed using parallel HCD and CID fragmentation with the following parameters: top20 in IT turbo, centroid mode, isolation window 1.0 Da, charge states 2-5, threshold 1.0e4, CE = 33, AGC target 1.0e4, max. inject time 35 ms, dynamic exclusion 1 count, 15 s exclusion, exclusion mass window ±10 ppm.

Peaklists (mgf) generated from the raw files using the msconvert tool from Proteowizard^68^ were used for the database search for peptide and protein identification using an in-house Mascot Server 2.7.0.1 (Matrixscience, London, UK). Mascot was set up to search the TAIR10_pep_20101214 Arabidopsis thaliana protein sequence database (arabidopsis.org, 35,386 entries) plus the Maxquant contaminants database (245 entries) with the following parameters: enzyme trypsin, 2 missed cleavages, oxidation (M), deamidation (N,Q) and acetylation (protein N-term) as variable and carbamidomethylation (C) as fixed modifications, precursor tolerance 6 ppm, fragment tolerance 0.6 Da. The Mascot search results were imported into Scaffold 4.11.0 (www.proteomsoftware.com) using identification probabilities of 99% for proteins and 95% for peptides. For quantitative analysis the exclusive unique spectra counts were exported from Scaffold into Microsoft Excel. The significance of differences between VEL3 and control IPs were evaluated using the SAINTexpress tool for Significance Analysis of interactomes^69^. The Bayesian false discovery rate (BFDR) and fold-change were provided in Supplementary Data 4. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^70^ partner repository with the dataset identifier PXD041094.

### Quantification and statistical analysis

Quantification of germinated seeds was determined by radicle emergence at 7 days after sowing. Quantification of abnormal seeds was carried out under microscope using mature seeds.

All statistical analyses in this study were performed using R (http://www.R-project.org/). For multiple tests, one-way ANOVA with post hoc test was applied using a threshold of *p*-value < 0.05. All the other tests were performed using two-tailed Student’s *t*-test. The %germination data was arcsine transformed prior to statistical analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Figures

Peer Review File

Description of Additional Supplementary Files

Supplementary dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Reporting Summary

## Data Availability

All the RNA-seq and ChIP-seq data generated from this study have been deposited in the Gene Expression Omnibus under accession code GSE202802. Raw IP-MS data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD041094. The unique biological materials are available upon appropriate requests. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A VEL3 histone deacetylase complex establishes a maternal epigenetic state controlling progeny seed dormancy
**Source:** Nat Commun. 2023 Apr 19;14:2220. doi: 10.1038/s41467-023-37805-1

## Supplementary Figures for:

### A VEL3 histone deacetylase complex establishes a maternal epigenetic state controlling progeny seed dormancy

Xiaochao Chen<sup>1</sup>, Dana R. MacGregor<sup>1,2</sup>, Francesca L. Stefanato<sup>1</sup>, Naichao Zhang<sup>1,3</sup>,  
Thiago Barros-Galvão<sup>1</sup> and Steven Penfield<sup>1\*</sup>

#### Supplementary Fig. 1 Seed dormancy testing of loss of function mutants for candidate genes identified by genome-wide association.

Seeds were set at either 22°C or 16°C in order to identify mutants with more or less dormancy than Col-0 WT. Data represents minimum and maximum values as well we 25<sup>th</sup>, 50<sup>th</sup> and 75<sup>th</sup> quartiles of five biological replicates per genotype.

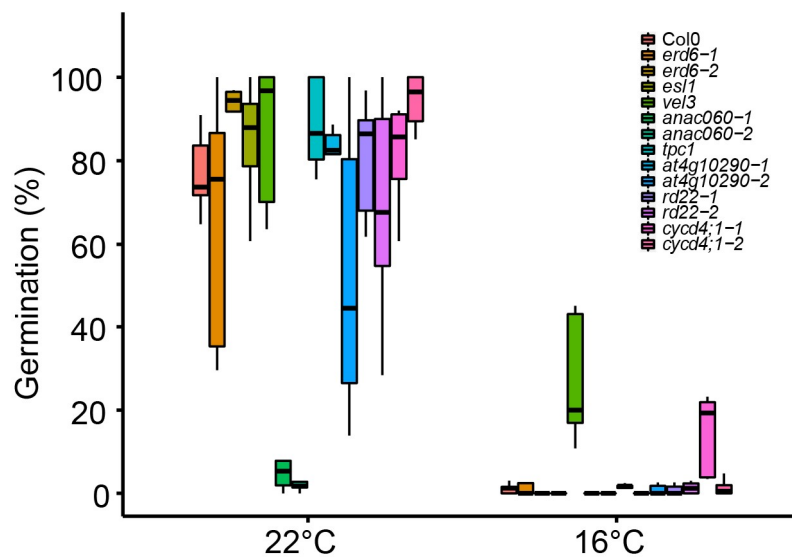

(a) Manhattan plot derived from germination data using seeds set at 16°C and dark stratified at 16°C prior to germination (16 S16) and detail of the underlying locus. (b) FastPhase analysis of major haplotypes and linkage disequilibrium between the *phyB* gene and *VEL2/VEL3*. (c) Table of P-values for association of *phyB* and *VEL* haplotypes with germination frequency in the 6 treatments by Generalised linear model, showing that the contributions of haplotype at both loci cannot be ruled out. (d) Analysis of germination frequency of accessions with the indicated haplotypes, showing that the largest difference is between lines carrying *phyB* HAP1 and those carrying *phyB* HAP2 or 3. Lines with *phyB* HAP2 and *VEL2/3* HAP1 have high germination but are represented by only 4 accessions. (e) The maternal allele of *phyB* is most important for germination control, as shown by the germination frequencies of reciprocal crosses. Data represents minimum and maximum values as well as 25<sup>th</sup>, 50<sup>th</sup> and 75<sup>th</sup> quartiles of seven to ten biological replicates per genotype in d-e.

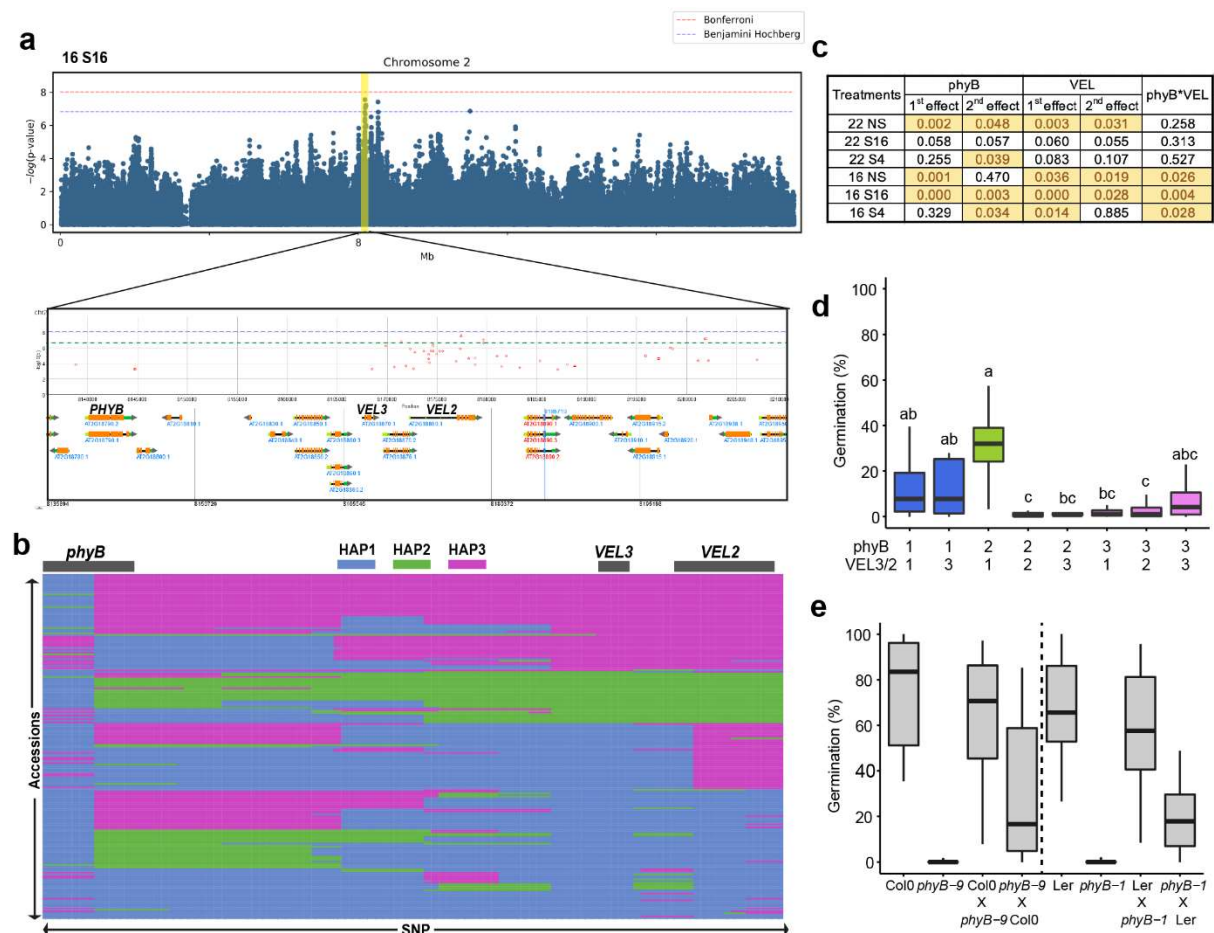

### Supplementary Fig. 3 The role of VEL3 in the control of seed development.

(a) *vel3-2* shows higher germination than WS when set at 22°C. Data derived from 5 biological replicate seed batches per genotype. Boxplots indicate minimum and maximum values as well as 25<sup>th</sup>, 50<sup>th</sup> and 75<sup>th</sup> quartiles. (b, c) *vel3-2* exhibits a recessive incompletely penetrant seed abortion phenotype as seen in *vel3-1*. In panel C Total number of seeds analysed for each genotype are shown. (d) Time-series qRT-PCR data of the endosperm-mark gene *AGL62* in WT and *vel3-1* developing seeds, suggesting that endosperm development is delayed in *vel3-1*. Data shown are mean  $\pm$  SE of three biological replicates for each line. (e) Endosperm cellularization images between Col0 and *vel3-1* at heart stage. The experiments were repeated twice. (f) Y2H suggests that MEA shows autoactivation, and no interaction was detected between VEL3 and HD2C or HDA19. We also couldn't detect any interaction between the TAIR10-annotated VEL3 and FIS-PRC2 components.

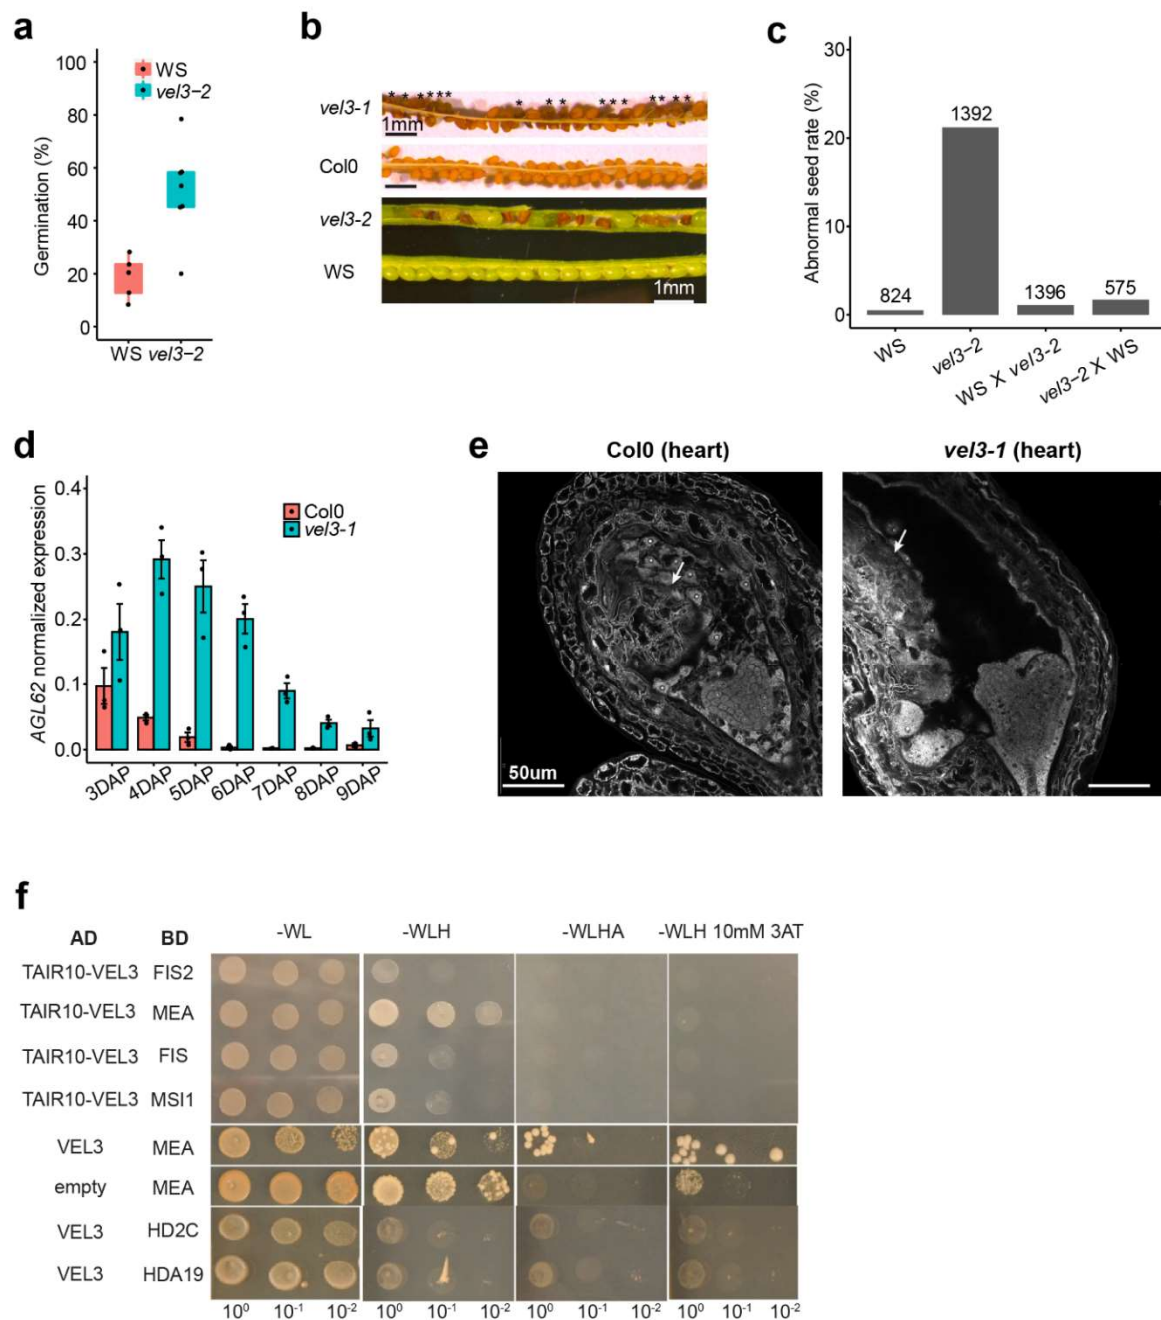

# Supplementary Fig. 4 Confirmation of the exon-intron structure of the *VEL3* gene.

(a) Structure of the TAIR10-annotated putative cDNA (GenBank NM\_127443.2), and the alternative complementing cDNA designated here *VEL3.1* (GenBank OAP08663.1). (b) PCR and RT-PCR from genomic DNA and cDNA revealing a *VEL3* gene product of around 800bp. The experiments were three times. (c) Complementation with a synthesised *VEL3.2* gene product is only partially successful, with a substantial abnormal seed rate remaining in the putative complementing lines. N=10 biological replicates. (d) Analysis of two lines by QPCR show that while *VEL3.2-GFP* is highly expressed re-regulation of *PHE1*, *AGL62* and other genes in the endosperm persists. Data shown are mean  $\pm$  SE of three biological replicates for each line. (e) the high germination of the *vel3-1* mutant is complemented by the genomic copy of *VEL3.1* in four independent lines, or in two lines expressing *VEL3.1-GFP* under the *VEL3* promoter (hereafter known as *pVEL3:VEL3-GFP*). (f) QPCR in developing seeds shows that the high expression of *PHE1*, *AGL62*, *CPS1* and *GA3OX4* and *GA20OX5* observed in *vel3-1* is absent in complementing *VEL3.1*-expressing lines. Data represents mean  $\pm$  SE of 3 biological replicates per genotype. Boxplots indicate minimum and maximum values as well as 25<sup>th</sup>, 50<sup>th</sup> and 75<sup>th</sup> quartiles in c-e.

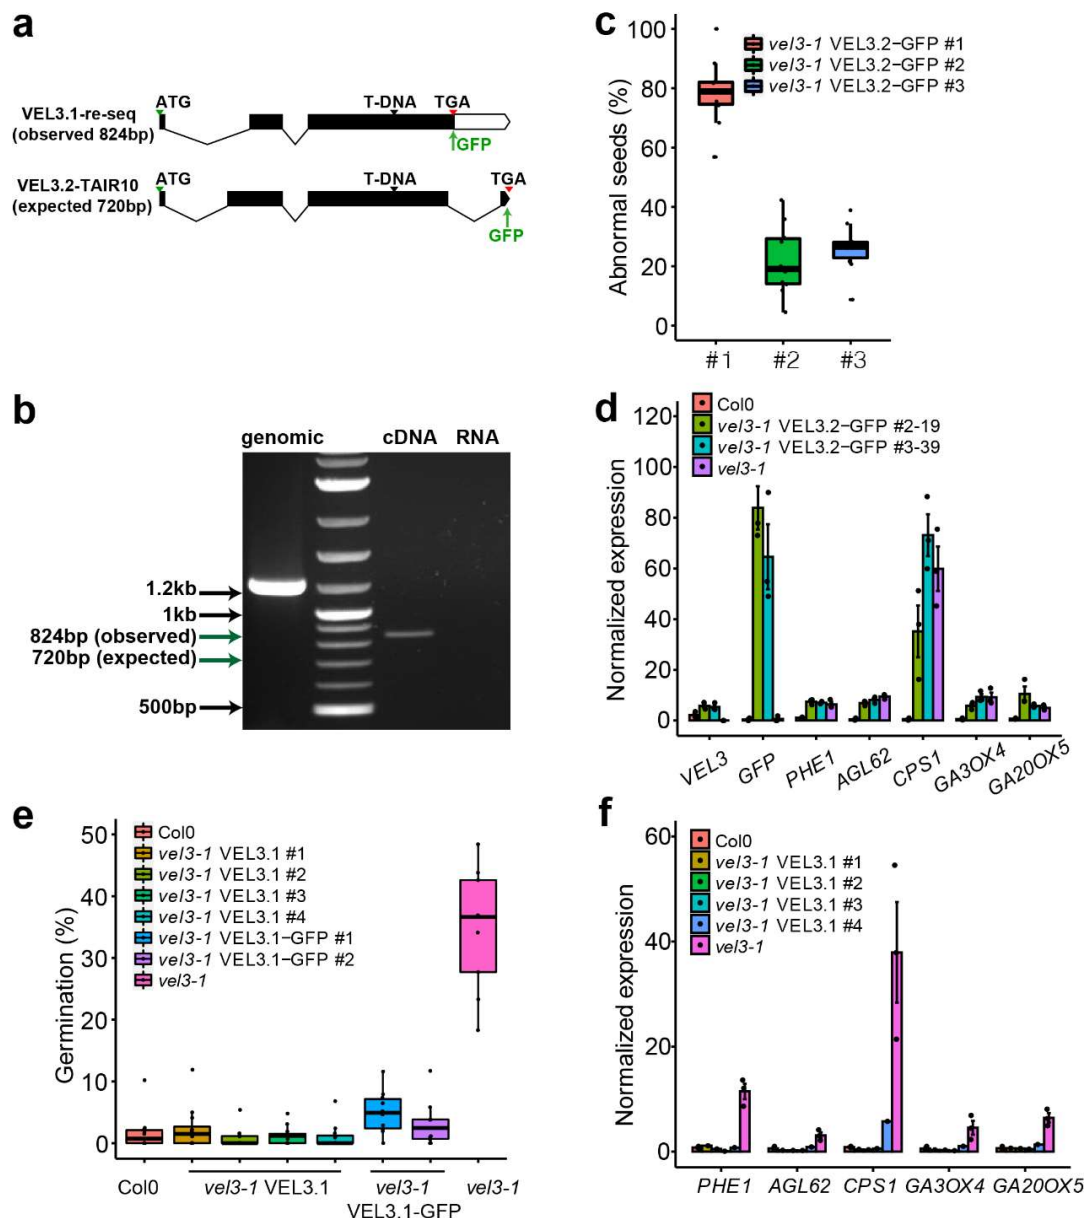

**Supplementary Fig. 5 VEL3 affects H3K27me3-marked heterochromatin independently of the presence of H3K9me2 or the presence of REF6 binding sites.**

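Genes called in globular seeds were compared with the paper's own regions of reduced H3K27me3, which it reports for mature endosperm in Supplementary Data 3. A gene was counted with a region when the region touched the gene or the 1000 bp upstream of it, and all regions used are lower in *vel3-1*. Of the 415 higher genes with a position in TAIR10.1, 92 (22.2%) had a region, against 12.7% of the 26011 other tested genes (odds ratio 1.96, Fisher's exact test, two-sided p = 1.15e-07). The odds ratio was 3.98 among genes with a mean of at least 5 TPM. It was 1.53 without 1 library labelled *vel3-1* other than the one raised at silent genes, and 3.04 without the raised one. With the background subtracted, chosen after seeing the data, it was 3.63. Without the trend in limma it could not be computed, since 0 genes were called. Of the 97 lower genes with a position, 19 (19.6%) had a region (odds ratio 1.66, Fisher's exact test, p = 0.0657), and against random lists with the same mean TPM, a test chosen after the values were seen, 1 of 10000 lists had as many (median 7, permutation p = 0.0001). Such lists had a median of 34 for the higher genes, so for the regions that were read the enrichment was not limited to higher genes. Of the paper's list 1998 regions were read and 784 were left out. The smallest log2 fold among those read was 1.63 (Col-0 over *vel3-1*), above the paper's minimum of 2-fold, so they may be the stronger part. The shares and odds ratios could differ with the full list. The marked genes of Supplementary Fig. 5d, which the paper takes from another study, and the REF6 binding sites were not used here. The regions come from mature endosperm and the expression values from globular seeds.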

Analysis of overlapping expression of genes requiring VEL3 for H3K27me3 in the mature endosperm (pink) with those marked by H3K27me3 alone (green) (a) of those marked by both H3K27me3 and H3K9me2 (b) or H3K9me2 alone (c). (d) Analysis of differentially expressed genes in *vel3-1* vs Col-0 globular stage seeds show that genes marked with H3K27me3 alone or both H3K27me3 and H3K9me2 are mis-regulated in *vel3-1* mutants. (e) Frequency of REF6 binding sites in genes marked by single H3K9me2, H3K27me3 and both marks in genes whose expression is up-regulated in *vel3-1* mutants. H3K27me3 and H3K9me2 data is from Moreno-Romero *et al.*, (2016). Significant overlaps were calculated by GeneOverlap in R. p values were determined using two-sided Fisher's exact test in a-d.

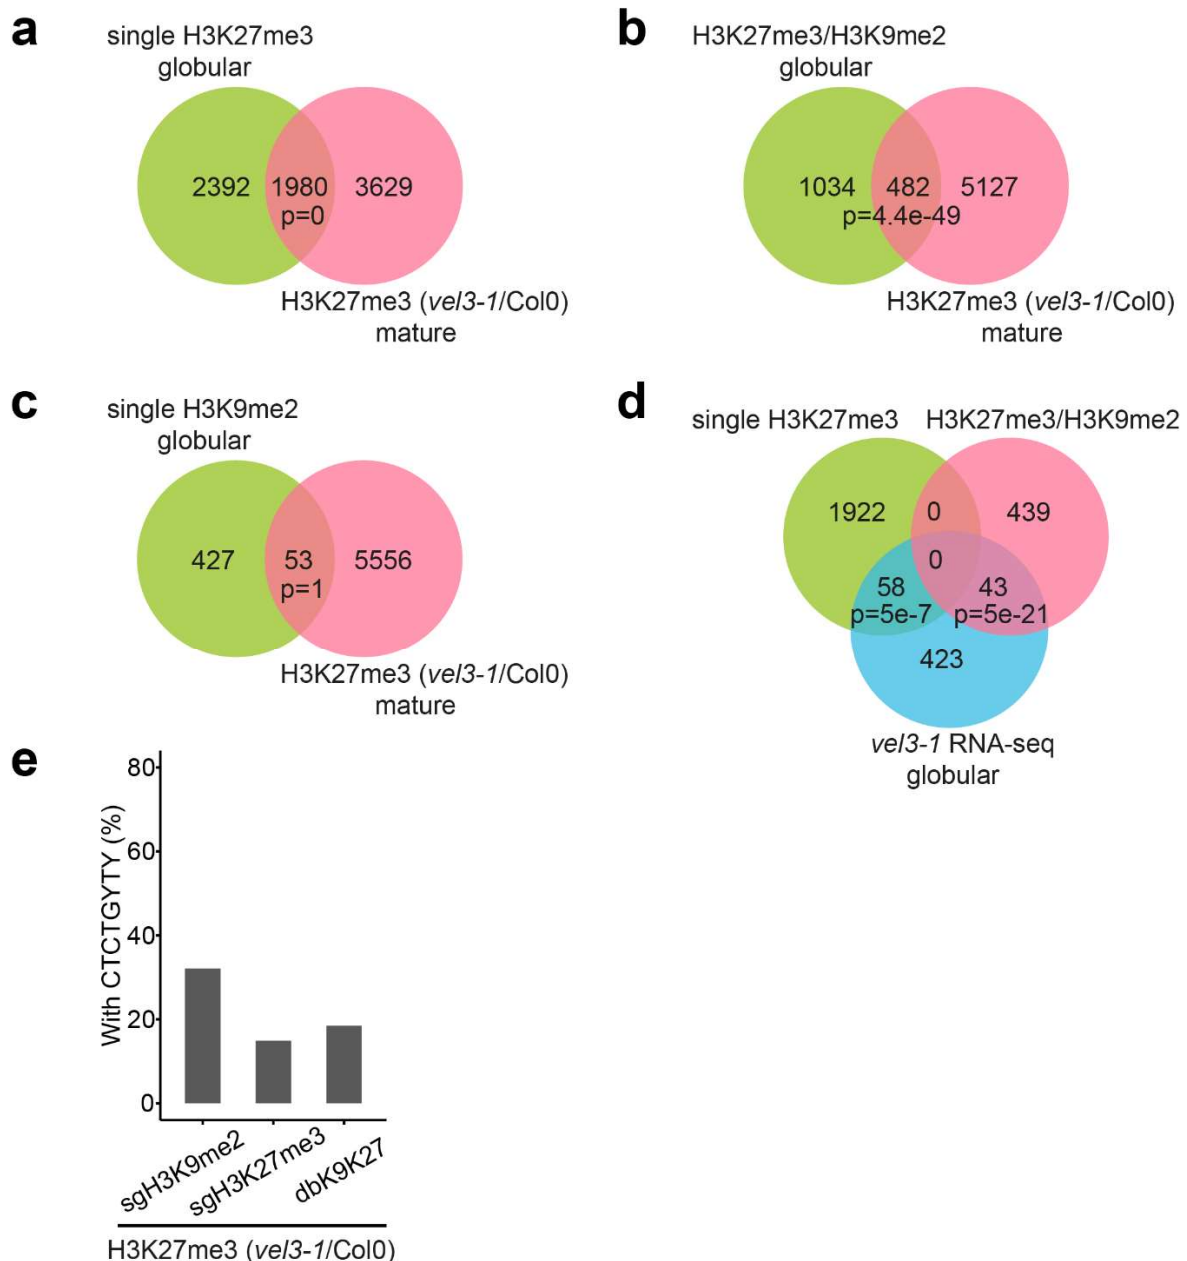

**Supplementary Fig. 6 Comparison of gene expression changes in *vel3-1* vs Col-0 and those previously shown to involve loss of H3K27me3 during pathogen effector responses leading to programmed cell death.**

(a) GO analysis of genes common between *vel3-1* upregulation in the mature endosperm and those induced by the *P. syringae* effector ASvrRpt2. (b) GO analysis of genes common between *vel3-1* upregulation in the mature endosperm and those induced by the *P. parasitica* effector NPP1. Effector data from Tomastikova et al (2021). (c) GO analysis of the overlap in gene expression between *vel3-1* up-regulated genes and *ref6-1* down-regulated genes reveals a similar gene function set. (d) Overlaps between *ref6-1* and *vel3-1* mis-regulated genes. (e, f) loss of WRKY75 or NAC046 does not affect seed dormancy or germination. Seeds were set at 22°C and represent the mean  $\pm$  SE of 8 biological replicates per genotype. p values are derived from the one-sided Fisher's exact test in a-c.

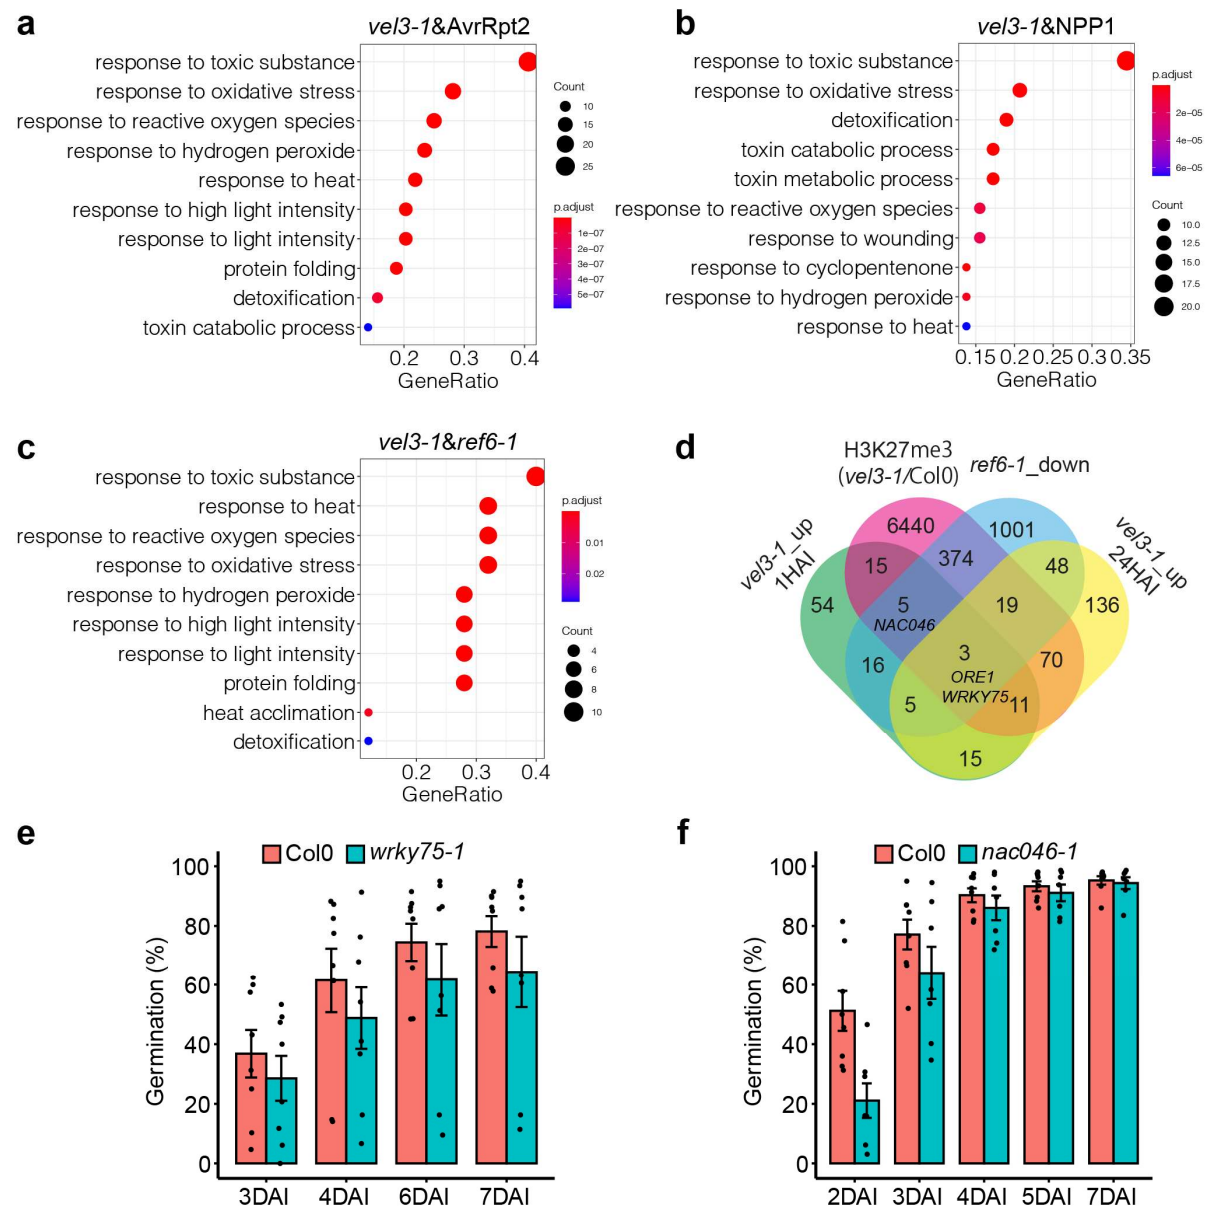

**Supplementary Fig. 7 VEL3 is required for normal Histone 3 acetylation at *ORE1*, *WRKY75* and *NAC046* in the endosperm.**

Chromatin immunoprecipitation using antibodies against H3Ac in mature endosperm tissues 1 hour after imbibition shows a widespread increase in H3 acetylation at the three loci. Data represent mean  $\pm$  SE of 3 biological replicates per genotype.

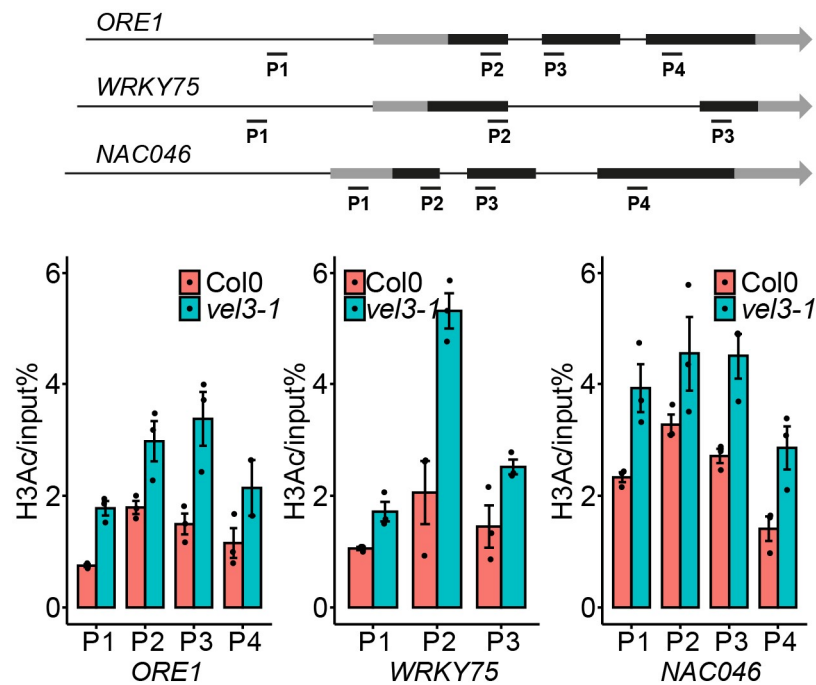

**Supplement:** Supplementary file 1 — Supplementary Figures

# Supplementary material for: A VEL3 histone deacetylase complex establishes a maternal epigenetic state controlling progeny seed dormancy
**Source:** Nat Commun. 2023 Apr 19;14:2220. doi: 10.1038/s41467-023-37805-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files:**

**Supplementary Data 1.** Seed germination of *A. thaliana* accessions.

**Supplementary Data 2.** phyB and VEL3 haplotypes of *A. thaliana* accessions.

**Supplementary Data 3.** Summary of sequencing statistics and gene lists.

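In Supplementary Data 3 the authors give, for RNA-seq, the reads of each library and the genes that changed between Col-0 and *vel3-1*, and for ChIP-seq the regions that differ between the genotypes. The lists of changed genes hold a log2 fold change and an FDR for each gene, one list per stage. Of the H3K27me3 regions 1998 were read and 784 more stand in a part that the text used here leaves out, so a gene without a region here can still have one in the full list. The H3K9ac regions number 1036, of which 328 are higher and 708 lower in *vel3-1*. All 3020 regions read on the nuclear chromosomes end inside the chromosomes of TAIR10.1, and the coding spans of 638 of the proteins in Supplementary Data 4 equal those of that annotation, while 5 differ and 3 have no transcript of that name in it.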

**Supplementary Data 4.** Summary of IP-MS results.

**Supplementary Data 5.** Primers used in this study.

# Supplementary material for: A VEL3 histone deacetylase complex establishes a maternal epigenetic state controlling progeny seed dormancy
**Source:** Nat Commun. 2023 Apr 19;14:2220. doi: 10.1038/s41467-023-37805-1
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

**Data collection** The H3K27me3 ChIP-seq data was collected by BGI (China), all the other ChIP-seq data and RNA-seq data were collected by Novogene (China). Raw Cp values of qPCR data was collected from CFX Real-Time PCR Instruments (BIO-RAD). Microscopy images were collected from ZEISS LSM880 Airiscan or Leica SP8X. IP-MS data were collected from the nanoLC-MS/MS on an Orbitrap Eclipse™ Tribrid™ mass spectrometer coupled to an UltiMate® 3000 RSLCnano LC system (Thermo Fisher Scientific, Hemel Hempstead, UK).

**Data analysis** R v4.1.2  
cutadapt v1.9.1  
STAR v2.5.a  
Rsubread v3.16  
edgeR v3.16  
deepTools v3.1.1  
IGV v2.12.3  
bowtie2 v2.3.4.1  
Samtools v1.9  
Sambamba v6.7  
SICER v1.1  
MACS2 v2.2.6

DiffBind v3.4.11  
 DESeq2 v3.16  
 Bedtools v2.28.0  
 GeneOverlap v3.16  
 clusterProfiler v3.0.4  
 Scaffold 4 v4.8.4  
 Excel v2302  
 Proteowizard  
 Mascot Server 2.7.0.1  
 Scaffold 4.11.0  
 SAINTexpress

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All the RNA-seq and ChIP-seq data generated from this study have been deposited in the Gene Expression Omnibus under accession code GSE202802. Raw IP-MS data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD041094. All source data have been submitted.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample size was determined based on previous publications on similar experiments.

### Data exclusions

no data were excluded.

|               |                                                                                                                                                                                                                                                                                                                                                                   |
|---------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replication   | ChIP-seq experiments were performed with two biological replicates. RNA-seq experiments were performed with three replicates. All the seed dormancy experiments were performed with at least five biological replicates. qPCR experiments were performed with two to four biological replicates. IP-MS experiments were performed with two biological replicates. |
| Randomization | All plants were grown in same growth cabinets for comparison. Seed dormancy and microscopy were performed with random plants. ChIP-seq, RNA-seq and IP-MS were performed with multiple pooled plants.                                                                                                                                                             |
| Blinding      | Blinding was not feasible in most of the experiments. In microscopy analysis, same settings were used for all comparisons.                                                                                                                                                                                                                                        |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | <i>Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).</i>                                                                                                                                                                                                                                                                                 |
| Research sample   | <i>State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.</i>                                                                                                                                  |
| Sampling strategy | <i>Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.</i> |
| Data collection   | <i>Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.</i>                                                                                            |
| Timing            | <i>Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.</i>                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                                |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                                                                                                                                                                                                                                                                               |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample          | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |
| Sampling strategy        | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                                                                                                                                                                      |
| Data collection          | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                                                                                                                                                                       |
| Timing and spatial scale | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i>                                                                                                                                                      |
| Data exclusions          | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                      |
| Reproducibility          | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i>                                                                                                                                                                                                                |

## Randomization

Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.

## Blinding

Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

## Field conditions

Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).

## Location

State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).

## Access &amp; import/export

Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).

## Disturbance

Describe any disturbance caused by the study and how it was minimized.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- n/a Involved in the study
- ☐ ☒ Antibodies
- ☐ ☐ Eukaryotic cell lines
- ☐ ☐ Palaeontology and archaeology
- ☐ ☐ Animals and other organisms
- ☐ ☐ Clinical data
- ☐ ☐ Dual use research of concern

### Methods

- n/a Involved in the study
- ☐ ☒ ChIP-seq
- ☐ ☐ Flow cytometry
- ☐ ☐ MRI-based neuroimaging

## Antibodies

## Antibodies used

Anti-H3K9ac (Merck Millipore, 07-352); H3K27me3 (Merk Millipore, 07-449) ; Anti-H3ac (Merck Millipore, 06-599) ; GFP–Trap magnetic agarose beads (Chromotek, GTMA-20)

## Validation

All the antibodies used in this study have been widely used previously in Arabidopsis.

Anti-H3K9ac (Merck Millipore, 07-352):  
Jang IC, Chung PJ, Hemmes H, Jung C, Chua NH. Rapid and reversible light-mediated chromatin modifications of Arabidopsis phytochrome A locus. Plant Cell. 2011 Feb;23(2):459-70. doi: 10.1105/tpc.110.080481.

H3K27me3 (Merk Millipore, 07-449):  
Zheng S, Hu H, Ren H, Yang Z, Qiu Q, Qi W, Liu X, Chen X, Cui X, Li S, Zhou B, Sun D, Cao X, Du J. The Arabidopsis H3K27me3 demethylase JUMONJI 13 is a temperature and photoperiod dependent flowering repressor. Nat Commun. 2019 Mar 21;10(1):1303. doi: 10.1038/s41467-019-09310-x.

Anti-H3ac (Merck Millipore, 06-599):  
Yang D, Zhao F, Zhu D, Chen X, Kong X, Wu Y, Chen M, Du J, Qu LJ, Wu Z. Progressive chromatin silencing of ABA biosynthesis genes permits seed germination in Arabidopsis. Plant Cell. 2022 Jul 30;34(8):2871-2891. doi: 10.1093/plcell/koac134.

GFP–Trap magnetic agarose beads (Chromotek, GTMA-20)  
Zhu P, Lister C, Dean C. Cold-induced Arabidopsis FRIGIDA nuclear condensates for FLC repression. Nature 599, 657-661 (2021).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                           |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | State the source of each cell line used and the sex of all primary cell lines and cells derived from human participants or vertebrate models.                                                                             |
| Authentication                                                    | Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.                                                                                            |
| Mycoplasma contamination                                          | Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination. |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | Name any commonly misidentified cell lines used in the study and provide a rationale for their use.                                                                                                                       |

## Palaeontology and Archaeology

|                                                                                                                                                 |                                                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.       |
| Specimen deposition                                                                                                                             | Indicate where the specimens have been deposited to permit free access by other researchers.                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided. |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                               |
| Ethics oversight                                                                                                                                | Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | For laboratory animals, report species, strain and age OR state that the study did not involve laboratory animals.                                                                                                                                                                                                                                                                                                                                      |
| Wild animals            | Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.                                                                                                       |
| Reporting on sex        | Indicate if findings apply to only one sex; describe whether sex was considered in study design, methods used for assigning sex. Provide data disaggregated for sex where this information has been collected in the source data as appropriate; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex-based analyses where performed, justify reasons for lack of sex-based analysis. |
| Field-collected samples | For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.                                                                                                                                                                                                      |
| Ethics oversight        | Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.                                                                                                                                                                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                   |
|-----------------------------|-------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.                            |
| Study protocol              | Note where the full trial protocol can be accessed OR if not available, explain why.                              |
| Data collection             | Describe the settings and locales of data collection, noting the time periods of recruitment and data collection. |

## Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

## Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                       | Yes                                                 |
|--------------------------|-----------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> National security          |
| <input type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                       | Yes                                                                                                  |
|--------------------------|------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202802>

## Files in database submission

GSM6133434 H3K27me3, Col0, input, R1  
 GSM6133435 H3K27me3, Col0, IP, R1  
 GSM6133436 H3K27me3, Col0, input, R2  
 GSM6133437 H3K27me3, Col0, IP, R2  
 GSM6133438 H3K27me3, vel3, input, R1  
 GSM6133439 H3K27me3, vel3, IP, R1  
 GSM6133440 H3K27me3, vel3, input, R2  
 GSM6133441 H3K27me3, vel3, IP, R2  
 GSM6133442 VEL3, input, R1  
 GSM6133443 VEL3, IP, R1  
 GSM6133444 VEL3, input, R2  
 GSM6133445 VEL3, IP, R2  
 GSM7028002 H3K9ac, Col0, input, R1  
 GSM7028003 H3K9ac, Col0, input, R2  
 GSM7028004 H3K9ac, Col0, IP, R1  
 GSM7028005 H3K9ac, Col0, IP, R2  
 GSM7028006 H3K9ac, vel3, input, R1  
 GSM7028007 H3K9ac, vel3, input, R2  
 GSM7028008 H3K9ac, vel3, IP, R1  
 GSM7028009 H3K9ac, vel3, IP, R2

Genome browser session  
(e.g. [UCSC](#))

not applicable

## Methodology

Replicates

two

Sequencing depth

minimum 25M reads per sample

Antibodies

Anti-H3K9ac (Merck Millipore, 07-352); H3K27me3 (Merk Millipore, 07-449) ; GFP–Trap magnetic agarose beads (Chromotek, GTMA-20)

Peak calling parameters

macs2 callpeak -t IP\_file -c input\_file -f BAMPE -g 1.35e+8 –broad –outdir output\_folder  
sicer.sh input\_folder IP\_file input\_file output\_folder tair10 1 200 200 0.84 600 0.05

Data quality

FDR<0.05 and fold change≥2

Software

cutadapt-1.9, bowtie2, Samtools-1.9, Sambamba-6.7, deepTools-3.1.1, IGV -2.12.3, SICER 1.1, MACS2, DiffBind, DESeq2

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

*Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.*

Instrument

*Identify the instrument used for data collection, specifying make and model number.*

Software

*Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.*

Cell population abundance

*Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*

Gating strategy

*Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.*

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

*Indicate task or resting state; event-related or block design.*

Design specifications

*Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*

Behavioral performance measures

*State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

## Acquisition

|                               |                                                                                                                                                                                           |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | <i>Specify: functional, structural, diffusion, perfusion.</i>                                                                                                                             |
| Field strength                | <i>Specify in Tesla</i>                                                                                                                                                                   |
| Sequence & imaging parameters | <i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i> |
| Area of acquisition           | <i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                           |

## Preprocessing

|                            |                                                                                                                                                                                                                                                |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | <i>Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).</i>                                                                       |
| Normalization              | <i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i> |
| Normalization template     | <i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>                             |
| Noise and artifact removal | <i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>                                                                 |
| Volume censoring           | <i>Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.</i>                                                                                                                           |

## Statistical modeling & inference

|                                                                           |                                                                                                                                                                                                                         |
|---------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | <i>Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).</i> |
| Effect(s) tested                                                          | <i>Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.</i>                                                   |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                                   |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | <i>Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.</i>                                                                                                                  |
| Correction                                                                | <i>Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).</i>                                                                                     |

## Models & analysis

|                                               |                                                                                                                                                                                                                                  |
|-----------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                           | Involvement in the study                                                                                                                                                                                                         |
| <input type="checkbox"/>                      | <input type="checkbox"/> Functional and/or effective connectivity                                                                                                                                                                |
| <input type="checkbox"/>                      | <input type="checkbox"/> Graph analysis                                                                                                                                                                                          |
| <input type="checkbox"/>                      | <input type="checkbox"/> Multivariate modeling or predictive analysis                                                                                                                                                            |
| Functional and/or effective connectivity      | <i>Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).</i>                                                                                         |
| Graph analysis                                | <i>Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).</i> |
| Multivariate modeling and predictive analysis | <i>Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.</i>                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

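RNA-seq of Col-0 and *vel3-1* was read at 3 stages, which were globular-stage seeds, mature endosperm after 1 h of imbibition and endosperm after 24 h of imbibition (24HAI), all from seeds set at 16 °C, with 3 libraries per genotype and stage, 18 in all. According to the methods of the paper, the authors trimmed the reads with cutadapt, mapped them to TAIR10 with STAR, counted sense reads per gene with featureCounts and called changed genes with edgeR. The authors deposited TPM per gene and library, which are reads per gene divided by gene length and scaled to the same sum in each library; the paper's text does not give how TPM were made from the counts. The globular and 24HAI values cover 26925 genes each, and the mature values cover 640. The libraries of a group were taken from the genotype in the column names. The depth of each library is the paper's count of uniquely mapped reads, from 23797605 to 33937422. The precision of a TPM was taken from the spread between 3 libraries, since counts per gene were not used here. Standard errors from limma with the trend in globular seeds rest instead on the spread of genes at the same level.

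TPM were read with pandas 2.3.3, numpy 2.4.6 and Python 3.11.15, and log2(TPM + 1) was compared between the genotypes at each stage by limma 3.58.1 in R 4.3.3 with a trend of the variance on the mean and Benjamini-Hochberg adjustment, for genes with a mean of at least 1 TPM. A gene was counted as higher or lower at an adjusted p under 0.05 and at least a 2-fold difference. The difference in the effect of the genotype between stages was the interaction term of a limma model with 4 groups, counted at an adjusted p under 0.05. Single genes were also compared by an exact permutation test, whose smallest two-sided p is 0.1 with 3 libraries against 3. Lists of genes were compared by Fisher's exact test and by 10000 random lists matched on mean TPM (scipy 1.17.1), and the plots were drawn with matplotlib 3.10.9. Regions of H3K27me3 and H3K9ac that differ between the genotypes are the paper's own from Supplementary Data 3, and a gene has a region when the region touches the gene or the 1000 bp upstream of it in TAIR10.1. Of the paper's regions on the nuclear chromosomes that could be read, 3020 of 3020 end inside the chromosomes of that build.

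The alternatives tried were a pseudocount of 0.1, no filter on low values, a mean of at least 5 TPM, median-ratio scaling, quantile normalization, leaving out chloroplast and mitochondrial genes, limma without the trend, no fold minimum, the replicate number as a block, each library left out in turn, and for regions the gene body alone or an overlap of at least 200 bp. These, the comparisons and the rule for named genes were set before the data were examined. Subtraction of a background from each globular library, limma with a robust spread, and the comparison of globular seeds with 24HAI endosperm were chosen after seeing the data. The replicate block uses the replicate numbers in the sample titles of mature and 24HAI endosperm, and it was not used for globular seeds. The columns of mature endosperm carry other numbers than the titles, none of them shared by both genotypes, so the block and the same-numbered pairs of that stage rest on the titles alone. Named genes are *VEL3* and *VEL2*, the 19 genes of Fig. 4d, the genes of Fig. 4f, *ORE1*, *WRKY75* and *NAC046*, other genes that the paper's text names, and for each stage the 5 largest positive and 5 largest negative log2 differences past the threshold among genes whose groups do not overlap.

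The procedure was tested on simulated data with 200 genes changed by 2 on the log2 scale. With the spread of globular seeds limma called 176 of them and 5 other genes, and with the spread of 24HAI endosperm 196 and 1 other gene. For the difference between stages, simulated with the spread of 24HAI endosperm at both, it called 188 and 12 other genes. Changed genes were drawn from those at a Col-0 level of at least 5 TPM. Noise was drawn for each gene on its own, so the simulation does not hold the raised values shared by many genes of 1 globular library. The other genes called therefore do not show how many false calls that library gives. For lists of genes, both tests found 100 of 100 enriched lists; for 100 lists that differed only in level, Fisher's exact test gave a p under 0.05 for 99 and the matched lists for 5. The 20 ChIP-seq samples and the gene sets of Fig. 4e and Fig. 5b were not used here, and *PEG2* was not analysed here. A summary of part of the genes of Fig. 4d is not reported here.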

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

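Among the tests in the following paragraphs, the comparison of globular seeds with 24HAI endosperm with its splits and levels, and the test of the selection of the mature genes, were chosen only after the result was seen.

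The effect of *vel3-1* differed between mature and 24HAI endosperm for 12 of 394 genes (limma interaction term at an adjusted p under 0.05; 83 at an unadjusted p under 0.05), a difference between stages that the paper does not test. The difference was positive, with a higher log2 difference at 24HAI, for *ENDO 2* (1.57), AT3G28500 (1.33), AT5G59845 (1.54), *WES1* (1.77) and AT1G04680 (0.81). It was negative for 7 genes, including *PRXR1* (-2.37), AT1G52560 (-2.08) and the chloroplast gene *RPOA* (-2.05). All these genes are named after their values were seen. Of 32 splits of the libraries within both stages that part all 3 same-numbered pairs, 7 gave as many genes, the real one included, and the splits other than the real one gave between 0 and 120, so the count cannot be told apart from that of an arbitrary grouping. The genes listed for mature endosperm follow the order of their log2 ratio (Spearman's rho 1.00 across genes), so that a difference from another stage may arise from the selection of these genes alone. A change in the effect with imbibition therefore remains a hypothesis that cannot be separated from these explanations.

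Between globular seeds and mature endosperm, the effect of *vel3-1* differed for 9 of 638 genes (70 at an unadjusted p under 0.05), which is again a difference between stages. It was positive, with a higher log2 difference in mature endosperm, for *PSBR* (1.68), AT4G14270 (1.47) and AT5G17090 (1.39), named after their values were seen. It was negative for 6 genes including *WEI8* (-1.60). *WEI8* had means of 0.168 TPM in Col-0 and 0.326 TPM in *vel3-1* in mature endosperm, so its difference largely restates that it is hardly expressed there. Of 80 splits, 3 gave as many genes, the real one included, and the splits other than the real one gave between 0 and 32. The share of splits is low, but the count was 0 with a pseudocount of 0.1 and 0 without the trend, with 53 and 64 genes at an unadjusted p under 0.05. Without the raised library of the globular seeds 18 genes differed, all 9 among them, so that library does not account for the count. Tissue, stage and the selection of the mature genes all differ between the 2 stages, as does the level of *WEI8*. No biological explanation can therefore be told apart from them, and the cause was not tested further.

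Between globular seeds and 24HAI endosperm, the effect of *vel3-1* differed for 372 of 26698 genes, and 3938 genes had an unadjusted p under 0.05. The difference, taken as 24HAI minus globular seeds, was positive for 129 genes and negative for 243. A negative sign need not mean a smaller effect at 24HAI, since *SEN2* has -1.88 and its log2 difference at 24HAI was -2.14. Of the 243 genes 126 had a mean under 1 TPM at 24HAI, as did 34 of the 129, so that a change in globular seeds alone gives the difference for them; 117 and 95 reached 1 TPM at both stages. *PHE1* (difference -2.20, standard error 0.36, adjusted p = 0.00829) is among the 126, listed at 0 in Col-0 and at most at 0.262 TPM in the libraries labelled *vel3-1* at 24HAI, so its difference restates that it is hardly expressed there. With the background subtracted the count was 446 (249 positive and 197 negative), so which sign was more common depended on that setting. Of 80 splits, 2 gave as many genes, the real one included. The other, with 452 genes, keeps both groupings by genotype and exchanges the genotype labels at 1 stage. Whole seeds and isolated endosperm differ in tissue as well as in stage. The count therefore does not show a different response to *vel3-1* where a gene is expressed at 1 stage only, and for the others stage cannot be separated from tissue, which differs in the same way. Without the raised library 1407 genes differed, 521 positive and 886 negative. All 372 were among them with the same sign, so that library does not account for the count.

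Genes higher in the libraries labelled *vel3-1* in both globular seeds and 24HAI endosperm, an overlap that the paper does not report, numbered 10 among 15813 genes tested at both stages, of which 128 and 271 were higher at each (odds ratio 5.01, Fisher's exact test, p = 7.11e-05). With the background subtracted, 5 genes were shared (odds ratio 21.1, Fisher's exact test, p = 1.04e-05), which are *GATA13*, AT1G05450, AT4G02733, *VIM5* and *AGT3*; all but *VIM5* are named after their values were seen. Without the raised library, 10 genes were shared (odds ratio 7.54, Fisher's exact test, p = 2.61e-06), so the raised library does not account for the overlap. Of the 10 genes as deposited, *GATA13*, AT4G02733, *VIM5* and AT1G75600 have a region with less H3K27me3 (odds ratio 9.71, Fisher's exact test, p = 0.00263). Genes that change at any stage can share properties such as level, and whether level alone gives this overlap was not tested. Derepression that lasts from the globular stage to imbibition may account for these genes, as a hypothesis tested on the values in which it was found, and it cannot be told apart from such shared properties.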

How the results depend on the processing

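None of the tests in the following paragraphs was chosen only after a result was seen, apart from the background subtraction, the robust spread and every setting of the comparison of globular seeds with 24HAI endosperm, which were chosen after seeing the data.

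In globular seeds, 454 higher and 98 lower genes became 196 and 62 with quantile normalization, 0 and 0 without the trend (2034 genes at an unadjusted p under 0.05), 154 and 74 with the background subtracted, 569 and 166 with median-ratio scaling, and 587 and 269 without a fold minimum. Of the 454 genes, 188 passed under quantile normalization, 152 with the background subtracted and 302 with median-ratio scaling. With 1 library left out the counts ranged from 331 to 818 higher and from 79 to 131 lower. With the trend limma took an infinite prior, and without it a prior of 1.83 degrees of freedom; the smallest adjusted p without it was 0.107. The genes of Fig. 4d past the threshold numbered 0 without the trend and between 15 and 18 with 1 library left out. Adjusted over the list alone, they numbered between 16 and 18 under the alternatives run. The cause of these changes was not tested.

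In 24HAI endosperm, 271 higher and 111 lower genes became 134 and 70 at a mean of at least 5 TPM, and 741 and 468 without a fold minimum; the lower genes numbered 63 without chloroplast and mitochondrial genes. With 1 library left out, the counts ranged from 179 to 474 higher and from 66 to 119 lower, and with the replicate block they were 243 and 119. In mature endosperm, 0 genes passed under each alternative run, with between 0 and 130 genes at an unadjusted p under 0.05; scaling within this selection removes the difference by design.

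Genes whose effect differs between mature and 24HAI endosperm numbered 2 with a pseudocount of 0.1, 7 at a mean of at least 5 TPM, 23 with median-ratio scaling and 6 with the replicate block, and from 4 to 19 with 1 library left out. Between globular seeds and mature endosperm they numbered 0 with a pseudocount of 0.1 (53 at an unadjusted p under 0.05), 15 at a mean of at least 5 TPM, 2 with median-ratio scaling and 0 without the trend (64 at an unadjusted p under 0.05), and from 0 to 20 with 1 library left out. Between globular seeds and 24HAI endosperm they numbered from 136 to 3791 with 1 library left out. The cause was not tested.

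The odds ratio of regions with less H3K27me3 among higher genes kept its side of the threshold under the alternatives that gave a value, from 1.53 to 3.98 in globular seeds (1.53 to 3.04 with 1 library left out) and from 2.80 to 8.12 at 24HAI (3.57 to 7.01 with 1 library left out; 5.50 with the replicate block). In globular seeds it has no value without the trend, because 0 genes were called there, while 2034 had an unadjusted p under 0.05.

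Among the 38 single genes of globular seeds that were followed under the alternatives, the log2 difference changed sign for *VEL2* (-0.083 with quantile normalization, -0.049 with the background subtracted), *ACT2* (-0.34 with median-ratio scaling, -0.17 with the background subtracted), *ORE1* (-0.15 with quantile normalization) and *WRKY75* (-0.10 with quantile normalization), none of which was past the threshold. Of these 38 genes, 29 were no longer past the threshold without the trend; with the background subtracted 34 could be tested, of which 5 were no longer past it and 1 newly was; with quantile normalization 3 were no longer past it and 1 newly was. Of 15 genes followed at 24HAI, at most 1 changed under any alternative run. Of the other named genes, which were followed only with 1 library left out, *MSI1*, *HD2C*, *SR45*, *REF6* and *DME* in globular seeds changed sign between -0.19 and 0.19, and *ACT2*, *REF6*, *DME*, *NCED6* and *CYP79B3* at 24HAI between -0.42 and 0.37. The cause was not tested.

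For globular seeds no paired analysis was run. Their columns, although numbered, do not carry the names that the labels of the samples give, so no column is tied to one numbered sample. Whether columns with the same number share a batch was not checked at that stage. The replicate block was not run for globular seeds or for globular seeds against mature endosperm. The alternative without chloroplast and mitochondrial genes was not run for mature endosperm or for the comparisons that use it, because rescaling a selection of genes would not be a scaling of the library. A mean of at least 5 TPM and the background subtraction leave some named genes without a test. The depth per gene limits genes near 1 TPM, whose counts were not used here.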

Differences from the paper's values

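The paper lists 221 genes as lower in globular seeds and 98 were lower here. Of the alternatives set before the data were examined, median-ratio scaling (166) and no fold minimum (269) came within 1.5 times the paper's count, and the others did not. In mature endosperm the paper lists 124 higher and 25 lower genes and 0 and 0 were called here, with 110 at an unadjusted p under 0.05; none of 14 alternatives set before the data were examined closed either gap. This is no test of the paper's counts, because the genes listed for mature endosperm hold 23 of its 124 higher genes and 0 of its 25 lower genes, and no alternative could call the others. The paper's count of genes higher at both mature endosperm and 24HAI is 34 and the count here was 0; none of 21 alternatives closed the gap, and the same limit holds for this count.

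In globular seeds the paper's log2 fold change of *AGL28* is 1.22 and the log2 difference here was 1.53; median-ratio scaling (1.14) and quantile normalization (1.18) closed the gap and the other alternatives set before the data were examined did not, while the background subtraction (1.25), chosen after seeing the values, also closed it. For *PGP10* the paper's value is 1.49 and that here was 1.76; median-ratio scaling (1.38) and quantile normalization (1.40) closed it, as did the background subtraction (1.51), chosen after seeing the values, and the others did not. For *SUVH7* the paper's value is 1.19 and that here was 1.50; median-ratio scaling (1.11), quantile normalization (1.04) and leaving out 1 Col-0 library (1.37) closed it, as did the background subtraction (1.13), chosen after seeing the values, and the others did not. For *VIM5* the paper's value is 1.74 and that here was 2.07; median-ratio scaling (1.66) closed it and the others did not. For *GA3OX4* the paper's value is 1.56 and that here was 1.95; median-ratio scaling (1.54) and leaving out 1 Col-0 library (1.77) closed it and the others did not. For *CYP79B3* the paper's value is 3.51 and that here was 1.65; a pseudocount of 0.1 (3.09) closed it and the others did not. For *FIS2* the paper's value is -1.60 and that here was -0.99; median-ratio scaling (-1.40), quantile normalization (-1.22) and leaving out the raised library (-1.31) closed it and the other alternatives set before the data were examined did not; the background subtraction (-1.54), chosen after seeing the values, also closed it. For *CPS1* the paper's value is 3.43 and that here was 3.10; leaving out chloroplast and mitochondrial genes (3.26) and leaving out 1 library of Col-0 (3.26 or 3.13) or of those labelled *vel3-1* (3.18 or 3.19) closed it and the others did not. For *NCED2* the paper's value is 4.14 and that here was 1.78; a pseudocount of 0.1 (3.54) closed it and the others did not.

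At 24HAI the paper's log2 fold change of *VIM5* is 1.73 and the log2 difference here was 1.62; a pseudocount of 0.1 (1.74), leaving out Col-0 replicate 1 (1.66) or 3 (1.63) and leaving out *vel3-1* replicate 2 (1.66) closed it and the others did not. For *ORE1* the paper's value is 2.62 and that here was 1.89; a pseudocount of 0.1 (2.59) closed it and the others did not. For *NCED2* the paper's value is 1.80 and that here was 1.30; a pseudocount of 0.1 (1.71) and leaving out *vel3-1* replicate 3 (1.48) closed it and the others did not. For *NCED9* the paper's value is 1.05 and that here was 0.79; a pseudocount of 0.1 (1.04), leaving out Col-0 replicate 2 (0.89), *vel3-1* replicate 2 (0.84) or *vel3-1* replicate 3 (0.86) closed it and the others did not.

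The paper lists *MEA*, *CYP79B3*, *FIS2* and *NCED2* as changed in globular seeds and *NCED9* as higher at 24HAI, and none of these 5 passed here with the p adjusted over all tested genes, as in the following sentences unless stated. *MEA* (log2 difference 1.52, adjusted p = 0.0986) passed with median-ratio scaling and with either of 2 libraries labelled *vel3-1* left out, and not under the other alternatives run. *FIS2* passed with a pseudocount of 0.1, median-ratio scaling, quantile normalization, without chloroplast and mitochondrial genes, without the raised library, without the fold minimum, and with the background subtraction, which was chosen after seeing the values. *NCED9* passed with a pseudocount of 0.1 and without the fold minimum. *CYP79B3* (adjusted p = 0.540) and *NCED2* (adjusted p = 0.525) in globular seeds passed under no setting that was run with this adjustment. With the p adjusted over the 19 genes of Fig. 4d alone, *MEA* passed wherever it was tested except under quantile normalization. With this adjustment *CYP79B3* passed only with 1 library labelled *vel3-1*, not the raised one, left out. *FIS2* passed also with either of 2 Col-0 libraries left out.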

Other observations

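The tests of the raised globular library other than that on gene length, the tests of *VEL3*, the test of the selection of the mature genes and the tests on genes that change in either direction were chosen only after the result was seen.

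Splits of the 6 libraries of a stage into 3 and 3 were fitted in the same way. In globular seeds 1 of the 10 splits gave as many higher genes, the others between 0 and 98, and 2 of the 10 gave as many lower genes; with the background subtracted, 1 of the 10 splits gave as many higher genes and the others 0. For the genes of Fig. 4d, 1 of the 10 splits gave as many, the others at most 4. At 24HAI 4 splits part all 3 same-numbered pairs, and 1 of them gave as many higher and as many lower genes, while the others, and the 6 splits that part 1 pair, gave 0. In mature endosperm all 4 splits gave 0 genes, the count of the real one, and 4 of 4 gave 0 genes higher at both stages, 0 stress-response genes and 0 genes with a region, with 110 genes at an unadjusted p under 0.05 in the real split. With shares that 10 or 4 splits cannot bring under 0.05, none of these counts can be told apart from an arbitrary grouping by this test.

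One library of globular seeds labelled *vel3-1* was raised at the 4212 genes listed at 0 in 24HAI endosperm, with 10% and 90% of them at 6.99 and 16.0 TPM. Its median excess over the other 2 libraries labelled *vel3-1* was 8.42 TPM at these genes, 246 TPM at chloroplast genes, which a constant added to all values would not give, and 0.0270 TPM at mitochondrial genes. The chloroplast excess was 29.2 times that of the silent genes. TPM did not follow gene length over the silent genes (Spearman's rho -0.0536 across genes, which are not independent replicates), as an even coverage by DNA would give. A scaling of the library would change all genes alike, while its ratio to the other 2 libraries was 27.1 times larger among the genes with the lowest values than among those with the highest. The medians of the other 2 libraries labelled *vel3-1* at these genes were 1.43 and 0.322 TPM, against 0.317 to 0.613 TPM in Col-0, and the median excess of their mean over Col-0 was 0.351 TPM. One of the 2 thus lies above Col-0 and the other does not, so a release of silent genes by *vel3-1* in some libraries is not excluded. Genomic DNA in this library is a candidate explanation, and the absence of an excess at mitochondrial genes is not accounted for by it.

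*VEL3* was higher in the globular libraries labelled *vel3-1*, although the paper describes *vel3-1* as a T-DNA mutant. Without the raised library the log2 difference was 1.82, so the background of that library does not account for all of it; with the background subtracted from every library it was 1.53 with an adjusted p of 0.124, where the adjusted p over all alternatives ranged from 5.94e-08 to 0.124. *VEL2*, an annotated relative beside it, had 0.17 without that library, and the largest value of the listed neighbouring genes was 0.41, so shared reads or transcription spreading over the neighbours do not account for it either. All 745 genes of the paper's list for this stage have the paper's direction in the table, which a swap of the genotypes made before the paper's own analysis would also give, so this comparison does not test for a mislabelled group. The paper's Supplementary Fig. 4f, however, describes high *PHE1*, *AGL62*, *CPS1*, *GA3OX4* and *GA20OX5* in *vel3-1* by qPCR, absent in complemented lines. These genes were higher in the libraries labelled *vel3-1* here too (log2 differences 2.39, 1.80, 3.10, 1.95 and 2.23), which goes against a swap. With the background subtracted *AGL62* fell to 0.81 (adjusted p = 0.815 from limma), while the others lay between 1.87 and 3.10. In the raised library *AGL62* had 9.27 TPM, under the 10.0 TPM subtracted there, so its value was set to 0. With each library left out in turn its log2 difference stayed between 1.54 and 1.98. *VEL3* has a region with less H3K27me3 in the paper's list for mature endosperm, and whether that accounts for its higher values was not tested. Whether the reads lie on 1 side of the insertion was not tested, since values per gene hold no positions.

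The 640 genes listed for mature endosperm were in the order of their log2 ratio (Spearman's rho 1.00 across genes), which may come from their selection by fold. Among the 227 of them with a position that were tested, 16 have a region with less H3K27me3, and with 0 higher genes no enrichment was computed.

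At 24HAI, 66 of the 271 higher genes had a region with less H3K27me3 (24.4%, against 6.11% of the other tested genes, odds ratio 4.95, Fisher's exact test, p = 1.06e-21). Random lists of genes with the same levels had a median of 20 (95% between 12 and 29), so the level of the genes does not account for it. In globular seeds such lists had a median of 34 (95% between 23 and 45) against 92 genes. Genes lower in the libraries labelled *vel3-1* were also richer in these regions than lists of their level, at 24HAI with 14 of 63 genes (odds ratio 4.21, permutation p = 0.0001, the smallest that 10000 lists can give) and in globular seeds with 19 of 97 (matched lists had a median of 7, and 1 of 10000 lists had as many, permutation p = 0.0001). The regions that were read may therefore mark genes that change in either direction, and the enrichment alone does not separate a release by lower H3K27me3 from that. The 784 regions left out could change these shares. As to the splits, 1 of the 10 in globular seeds gave as many genes with a region, the others at most 18, and 1 of the 4 at 24HAI, the others 0.

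No enrichment of genes near regions with more H3K9 acetylation was found among those higher at 24HAI (1 of 271 genes, odds ratio 0.509, Fisher's exact test, p = 1). With such regions at 112 of the 15494 other genes, too few genes carry one to tell whether acetylation gained in the mature endosperm accompanies expression at that time. Genes within 1 Mb of *VEL3* were not enriched among genes past the threshold at 24HAI (7 of 334, odds ratio 1.10, Fisher's exact test, p = 0.687). An effect of the insertion or of linked variants on a few neighbours would not be seen by this test, which was run only at 24HAI.

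In globular seeds *ORE1*, *WRKY75* and *NAC046* had log2 differences of 0.92, 0.95 and 1.08, with adjusted p of 0.578, 0.552 and 0.536 from limma. The change in their effect between globular seeds and 24HAI endosperm did not pass for any of the 3 as deposited (adjusted p of 0.50, 0.348 and 0.655), and passed for 2 of the 3 with the background subtracted, which tests the background of the raised library as an explanation; these were *ORE1* (difference 2.25, adjusted p = 0.0155) and *WRKY75* (2.58, adjusted p = 0.00408), while *NAC046* had 0.35 (adjusted p = 0.761). After the subtraction *ORE1* and *WRKY75* had means of 0.181 and 0.482 TPM in globular seeds, too low to be tested there, so their difference largely restates that they are hardly expressed at that stage, and a smaller effect of *vel3-1* cannot be told apart from it.

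Of the other genes that the paper names, *NCED2* was higher at 24HAI (log2 difference 1.30, standard error 0.23, adjusted p = 0.0131 from limma). In log2(TPM + 1), *NCED9* was at 0.79 there (standard error 0.17) and *NCED6* at 0.94 in globular seeds (adjusted p = 0.00888 from limma). Both lay under the 2-fold minimum on that scale. Their mean TPM in Col-0 and in the libraries labelled *vel3-1* were 2.03 and 4.25 for *NCED9*, and 8.63 and 17.7 for *NCED6*. None of 12 further genes tested at 24HAI passed, with log2 differences from -0.29 to 0.21 and 1 at an unadjusted p under 0.05. The 5 largest positive changes at 24HAI include AT3G29970 (3.71), *AtNIT2* (3.09), AT5G43580 (2.97) and *DVL19* (2.78), and AT2G01667, which is listed at 0 in all Col-0 libraries; the largest negative ones are AT1G27565 (-3.48), AT2G13547 (-2.90), *QQS* (-2.64), *SEN2* (-2.14) and the chloroplast gene *RPL36* (-2.0). In globular seeds they are *sks8* (5.23), AT4G30380 (4.19), AT1G61688 (3.80), AT1G30974 (3.76) and AT5G52080, which is listed at 0 in Col-0, and on the negative side AT5G38160 (-4.32), AT3G24068 (-3.87), AT1G15757 (-3.85), *PDF2.2* (-3.19) and AT4G02830 (-3.17). With the robust spread, of these 5 negative genes only AT3G24068 was past the threshold. Stress-response genes were counted only where higher, so *SEN2*, annotated as catalase 3 and lower at 24HAI (-2.14), is not among those counted as higher. Of 163 stress-response genes tested at 24HAI, 6 were higher (odds ratio 2.23, Fisher's exact test, p = 0.0603). By class these were 3 of 35 peroxidases (odds ratio 5.46, Fisher's exact test, p = 0.0214, 0.0855 after adjustment over the 4 classes), 2 of 41 glutathione S-transferases (odds ratio 2.98, p = 0.154 by the same exact test), 1 of 76 heat shock proteins (odds ratio 0.769, exact p = 1) and 0 of 11 catalases and superoxide dismutases, of which 7 had an unadjusted p under 0.05.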
